# Cannabidiol restores hematopoietic stem cell stemness in mouse through Atf2–Lrp6 axis after acute irradiation

**DOI:** 10.1002/mco2.70092

**Published:** 2025-02-13

**Authors:** Zhijie Bai, Congshu Huang, Huanhua Xu, Yuxin Wang, Zebin Liao, Pan Shen, Zhexin Ni, Chaoji Huangfu, Dezhi Sun, Yangyi Hu, Ningning Wang, Pengfei Zhang, Lei Zhou, Wei Zhou, Yue Gao

**Keywords:** Atf2, cannabidiol, hematopoietic stem cell, radiation injury

## Abstract

Bone marrow serves as the residence of hematopoietic stem cells and is recognized as one of the most radiosensitive tissues. Exposure to acute radiation leads to severe damage to bone marrow hematopoiesis which can be fatal, while few clinically applicable medication or specific therapeutic targets have been discovered. In this study, we found that the administration of cannabidiol significantly enhanced individual survival and restored the reconstitution capacity of bone marrow hematopoietic stem cells within 14 days after irradiation. Single‐cell RNA sequencing analysis demonstrated that the expression levels of genes associated with stemness along with Wnt and BMP signaling pathways were restored by the cannabidiol treatment through the upregulation of *Atf2*, a transcription factor possessing multifunctional properties. *Atf2* upregulation induced by cannabidiol treatment potentially upregulated the expression of *Lrp6* to improve the stemness of hematopoietic stem cells. Further functional experiments validated the crucial role of *Atf2* in regulating multilineage differentiation potential of bone marrow hematopoietic stem and progenitor cells. Overall, our findings provide evidence for a promising radioprotective function of cannabidiol and *Atf2* as a candidate therapeutic target for acute radiation‐induced hematopoietic injury, thereby paving the way for future research in the field.

## 1 INTRODUCTION

Hematopoietic cells play crucial roles in vertebrates, including oxygen transport, organogenesis, immune defense, and maintenance of homeostasis.^1^, ^2^, ^3^ As a kind of pluripotent stem cell that can differentiate into all blood lineages, hematopoietic stem cells (HSCs) are regarded as the source of both hematopoietic and immune system in adult vertebrates and seed in bone marrow.^4^ Inhabiting in an environment with relatively low oxygen level, over 90% of HSCs remain quiescent to preserve their stemness while others enter cell cycle to self‐renew or differentiate to downstream hematopoietic and immune progenitors.^5^, ^6^ Under circumstances like hemorrhage, HSCs promptly initiate differentiation programs for blood cell replenishment, which is essential for maintaining organ function and individual survival.^7^

When exposed to acute irradiation, molecules in bone marrow components including HSCs are ionized, generating elevated radicals and reactive oxygen species (ROS). The increased ROS level further causes DNA damage and induces apoptosis, cell‐cycle arrest, senescence, necrosis, and cancer.^8^, ^9^, ^10^ Though proliferating populations are more susceptible to irradiation‐induced injury, a persistent myelosuppression or bone marrow failure occurs as a result of HSC injury after exposure to a high‐dose total body irradiation since HSCs are highly sensitive to irradiation.^11^, ^12^ Acute irradiation not only triggers cell death or apoptosis in HSCs but also facilitates the differentiation of HSCs, ultimately leading to functional HSC exhaustion.^13^, ^14^ Additionally, acute irradiation exerts a complex influence on hematopoietic niche cells like osteoblasts and endothelial cells to disrupt extrinsic physiological signals that maintain the HSC function. This disruption further delays hematopoiesis recovery.^15^ Therefore, it is crucial to develop countermeasures for preventing or treating HSC injuries caused by irradiation.

Several agents were reported to exhibit radioprotective effects on the hematopoietic system, with amifostine being one of the most effective chemical agents. It functions as a broad‐spectrum cytoprotective agent by reducing ROS levels and preventing apoptosis of hematopoietic cells.^16^, ^17^ Within half an hour of entering the body, amifostine is rapidly dephosphorylated by alkaline phosphatase into WR‐1065, a radical‐scavenging sulfhydryl metabolite that quickly consumes oxygen upon oxidation.^18^ *N*‐acetyl‐l‐cysteine and glutathione have been shown able to protect HSCs from oxidative stress and promote the recovery of hematopoiesis when administered before radiation or immediately following radiation exposure.^19^, ^20^ Other agents such as benzydamine, glutamine, statins, vitamins, flavonoid compounds, and grapeseed extract have also been reported to possess radioprotective properties, as reviewed by Wei et al.^15^ However, the application of these agents may be limited due to uncontrollable side effects at high doses or lack of validation in animal models.

Cannabidiol (CBD) is the primary non‐psychoactive chemical from Cannabis Sativa and an important component of hemp seed, a traditional Chinese medicine with a long history of application. Based on its multiple function, CBD has been investigated in fields of nervous system diseases, analgesic therapy, aging, anti‐tumor therapy, and so on.^21^, ^22^, ^23^, ^24^, ^25^, ^26^, ^27^ In this study, we first assessed the potential role of CBD in preventing and treating acute irradiation‐induced hematopoietic injury in bone marrow. Using single‐cell RNA sequencing and functional assay, we dissected molecular alterations and potential mediator under CBD‐treatment which led to the facilitated recovery of the HSC function. Collectively, this work strongly supports the therapeutic application of CBD in irradiation‐induced bone marrow hematopoietic injury and highlights *Atf2* as a promising therapeutic target herein.

## 2 RESULTS

### 2.1 Cannabidiol facilitated the recovery of bone marrow hematopoietic stem/progenitor cells under acute irradiation

We performed large‐scale screening on traditional Chinese medicine extracts or compound components that present the potential radio‐protective activity. Among the dozens of samples tested, CBD increased the 30‐day survival rate of mice from 0% to over 50% under lethal 8.5 Gy γ‐radiation (Figure 1A). We therefore focused on CBD for its potential radioprotective function. A complete bone marrow defect at 5 days post‐irradiation (DPI) was depicted by nearly absent bone marrow nucleated cells (BMNCs) but was recovered to a normal level at 30 DPI in mice treated with CBD (Figures 1B,C and S1A). Based on a set of widely recognized phenotype of hematopoietic stem/progenitor cells (HSPCs),^28^ the flow cytometry analyses illustrated similar number of HSCs (defined as Lin^−^Sca1^+^Kit^+^CD48^−^CD150^+^) in mice treated with CBD and amifostine (Figures 1D and S1B–G). The numbers of colony‐forming unit mixture (CFU‐Mix) and colony‐forming unit granulocyte/monocyte (CFU‐GM) in mice treated with CBD and amifostine were also comparable (Figure 1E).

**FIGURE 1:**
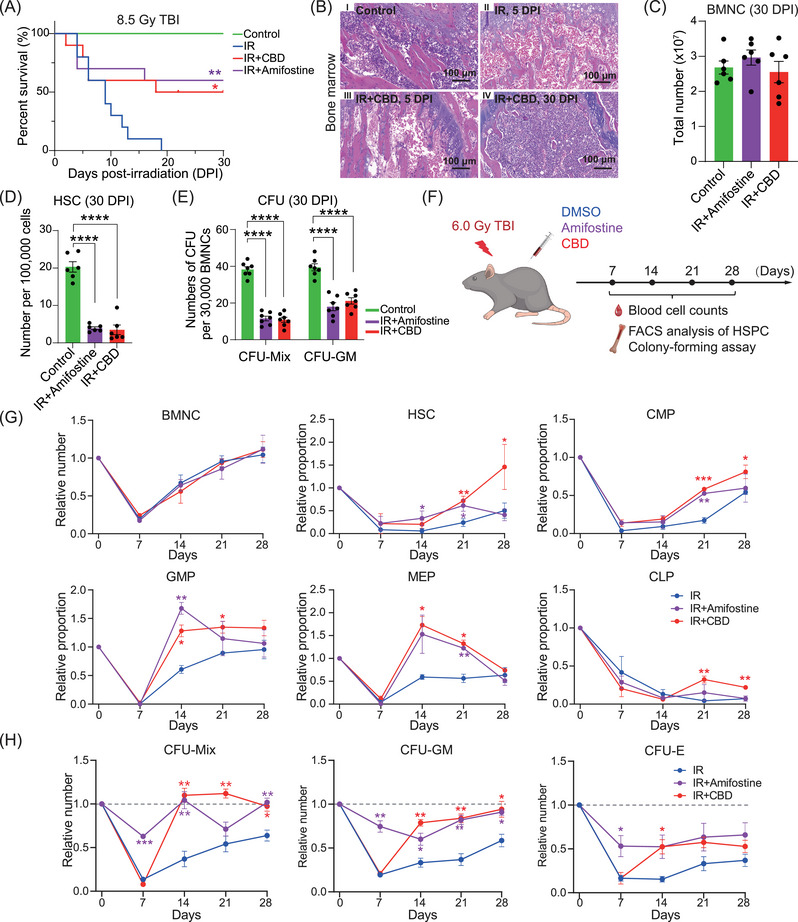
CBD facilitated the recovery of HSPCs after acute irradiation. (A) Survival plot showing 30‐day survival of mice from indicated groups. Significance test was performed between mice from IR group and other two groups. *p < 0.05, **p < 0.01 (Log‐rank test, *n* = 20). (B) Representative hematoxylin‐eosin images of bone marrow from control group (panel I), IR group at 5 days post‐irradiation (DPI, panel II), IR+CBD group at 5 DPI (panel III), and IR+CBD group at 30 DPI (panel IV). The scale bar represents for 100 µM. (C) Numbers of BMNCs in indicated groups at 30 DPI (*n* = 6). Data are presented as mean ±  standard error of the mean (SEM). (D) The ratio of phenotypical hematopoietic stem cells detected by flow cytometry in indicated groups at 30 DPI (*n* = 6). Data are presented as the mean ± SEM. ****p < 0.0001 (*t*‐test). (E) The number of colony‐forming unit (CFU) in indicated groups at 30 DPI (*n* = 7). Data are presented as mean ± SEM. ****p < 0.0001 (*t*‐test). (F) The schematic diagram of experimental design under 6.0 Gy total body irradiation. Dimethyl sulfoxide (DMSO), Amifostine and CBD were administered as described in Section 4 before or around irradiation. The blood cell counts, the number of phenotypical hematopoietic stem/progenitor cells, and CFUs in bone marrow were analyzed every 7 days within a month. (G) The dynamics of the number of BMNCs, phenotypical HSPCs in indicated groups within a month post‐irradiation. The relative number was obtained by dividing the indicated number by the corresponding number in the control group (*n* = 5). Data are presented as mean ± SEM. Statistical significance test was performed between data from other groups and data from the IR group: *p < 0.05, **p < 0.01, ***p < 0.001 (*t*‐test). (H) The dynamics of the numbers of CFUs in the bone marrow from indicated groups within a month post‐irradiation. The relative number was obtained by dividing the indicated number by the corresponding number in the control group (*n* = 5). Data are presented as mean ± SEM. The statistical significance test was performed between data from other groups and data from the IR group: *p < 0.05, **p < 0.01, ***p < 0.001 (*t*‐test). CBD, Cannabidiol; HSPC, hematopoietic stem/progenitor cells; BMNC, bone marrow nucleated cell.

Capturing the recovery dynamics of hematopoietic populations is essential for determining whether CBD can improve the recovery of HSPCs. Therefore, we applied radiation at 6.0 Gy which allowed mice treated with solvent control to survive within 30 days (Figure 1F). No significant differences in the numbers of peripheral blood cells were observed until 28 DPI when the number of neutrophils and monocytes in mice treated with CBD and amifostine largely exceeded those in mice treated with solvent control (Figure S1H). Among all the time points, irradiation‐induced hematopoietic injury in bone marrow was most severe at 7 DPI (Figure 1G). CBD significantly facilitated the recovery of granulocyte–monocyte progenitors (GMPs) and megakaryocyte‐erythroid progenitors (MEPs) since the second week and facilitated the recovery of HSCs, common myeloid progenitors (CMPs), and common lymphoid progenitors (CLPs) since the third week post‐irradiation (Figures 1G and S1I).

Functional assay and phenotypical analyses generally showed a distinct pattern of recovery of functional HSPCs in mice treated with CBD and those treated with amifostine. Specifically, the number of CFUs and Lin^−^Sca1^+^Kit^+^ (LSK) populations in mice treated with amifostine showed relatively attenuated decrease at 7 DPI, consistent with the previous reported pan‐cytoprotective function of amifostine^16^, ^17^ (Figures 1H and S1J). Distinctively, CFU numbers in mice treated with CBD decreased dramatically to a similar level with those in mice treated with solvent control at 7 DPI but returned rapidly to a normal level at 14 DPI (Figure 1H). This was consistent with the enhanced recovery of LSK populations in mice treated with CBD (Figure S1K, L). These data collectively demonstrated that CBD significantly facilitated the recovery of functional HSPCs within 2 weeks post‐acute irradiation.

### 2.2 Cannabidiol attenuated oxidative stress and restored hematopoietic stem cells stemness within 14 DPI

The capacity of multi‐lineage reconstitution for no less than 4 months in recipients is the gold standard for HSC stemness.^29^ Given the substantially increased numbers of CFUs at 14 DPI induced by CBD, we investigated the function of HSCs at this time through competitive transplantation assay (Figure 2A). Recipients with more than 1% leukocytes derived from donor cells were recognized as repopulated. Surprisingly, all recipients of BMNCs from CBD‐treated mice showed reconstitution level similar with that in recipients of normal BMNCs at 16 weeks post‐transplantation while BMNCs from mice treated with solvent control failed to reconstitute any recipient (Figure 2B,C). Further lineage analysis confirmed successful reconstitution of all leukocyte lineages in recipients of BMNCs treated with CBD (Figures 2D and S2A). Notably, when transplanted at 7 DPI, recipients of BMNCs either treated with CBD or solvent control showed no reconstitution (Figures 2E and S2B), illustrating that the stemness of HSCs was restored by CBD treatment within the second week post‐irradiation.

**FIGURE 2:**
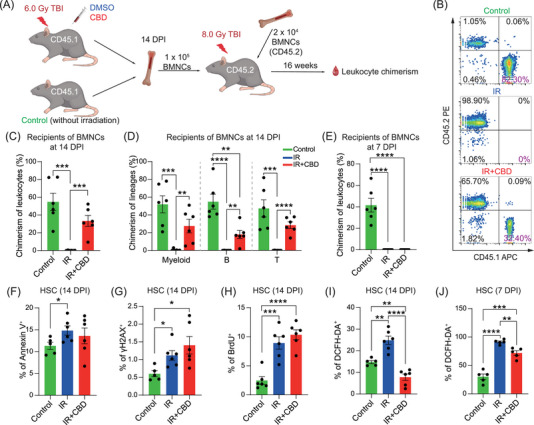
CBD alleviated oxidative stress and restored the function of HSC within 14 DPI. (A) The schematic diagram depicting the competitive transplantation assay of bone marrow nucleated cell (BMNC). At 14 DPI, 1 × 10^5^ BMNCs from CD45.1/CD45.1 mice of three groups were transplanted into lethally irradiated CD45.2/CD45.2 recipients with 1 × 10^5^ competitor BMNCs by intravenous injection. At 16 weeks post‐transplantation, chimerism in CD45^+^ leukocytes were detected by flow cytometry. (B) Representative flow cytometry plots showing leukocyte chimerism in recipients of indicated groups. The percentage of donor‐derived populations in leukocytes was showed in purple. (C) Bar plot showing the chimerism of leukocytes at 16 weeks post‐transplantation in recipients transplanted by mice from three groups (*n* = 6). Data are presented as mean ± SEM. ***p < 0.001 (*t*‐test). (D) Bar plots showing the chimerism of myeloid, B and T cell lineages at 16 weeks post‐transplantation in recipients transplanted by mice from three groups (*n* = 6). Data are presented as mean ± SEM. **p < 0.01; ***p < 0.001; ****p < 0.0001 (*t*‐test). (E) Bar plot showing chimerism in recipients of HSCs at 7 DPI from indicated groups (*n* = 6). Data are presented as mean ± SEM. ****p < 0.0001 (*t*‐test). (F) Bar plot showing the percentage of Annexin V positive populations in HSCs of indicated groups at 14 DPI (*n* = 5 for control, *n* = 6 for IR and IR+CBD). Data are presented as mean ± SEM. *p < 0.05 (*t*‐test). (G) Bar plot showing the percentage of γH2AX‐stained populations in HSCs of indicated groups at 14 DPI (*n* = 5 for control, *n* = 6 for IR and IR+CBD). Data are presented as mean ± SEM. *p < 0.05 (*t*‐test). (H) Bar plot showing the percentage of BrdU positive cells in HSCs in indicated groups at 14 DPI (*n* = 6). Data are presented as mean ± SEM. ***p < 0.001; ****p < 0.0001 (*t*‐test). (I) Bar plot showing the percentage of DCFH‐DA positive cells in HSCs in indicated groups at 14 DPI (*n* = 5 for control, *n* = 6 for IR and IR+CBD). Data are presented as mean ± SEM. **p < 0.01; ****p < 0.0001 (*t*‐test). (J) Bar plot showing the percentage of DCFH‐DA positive populations in HSCs from indicated groups at 7 DPI (*n* = 5). Data are presented as mean ± SEM. **p < 0.01; ***p < 0.001; ****p < 0.0001 (*t*‐test). CBD, Cannabidiol; HSC, hematopoietic stem cells; DPI, days post‐irradiation.

Irradiation‐induced cellular injury includes increased oxidative stress, DNA damage, arrested cell cycle and enhanced apoptosis.^15^, ^30^ Our analyses revealed significantly increased proportion of BrdU^+^, DCFH‐DA^+^, Annexin V^+^ and γH2AX^+^ populations in HSCs induced by acute irradiation at 14 DPI (Figures 2F–I and S2C–G). No significant differences were observed in the proportions of BrdU^+^, Annexin V^+^, and γH2AX^+^ populations in HSCs with CBD treatment. Importantly, the DCFH‐DA^+^ proportion in HSCs and the mean fluorescence intensity (MFI) of DCFH‐DA in positive HSCs of mice treated with CBD were significantly reduced when compared to those treated with solvent control (Figures 2I and S2G), suggesting a strong anti‐oxidative function of CBD. Further, the reduced proportion of DCFH‐DA^+^ population in HSCs of IR+CBD group was also observed at 7 DPI though at a relatively lesser extent (Figures 2J and S2H). These data suggested a continuously reduced ROS level induced by CBD since early phase after irradiation, which might be the primary reason for the restored stemness of HSCs (Figure S2I).

### 2.3 Cannabidiol treatment increased the hematopoietic activity both in vitro and in vivo under non‐radiation conditions

The potential impact of CBD on HSPCs under non‐irradiation conditions naturally caught our attention. At the end of a 7‐day culture with 10 µM CBD,^31^ the ratio of DCFH‐DA‐stained population and the MFI of DCFH‐DA were significantly reduced in LSK progenies (Figure 3A–C), supporting that CBD treatment was sufficient to reduce the ROS level of LSK progenies in vitro. Furthermore, colony‐forming assays further demonstrated significantly increased CFUs, both CFU‐Mix and CFU‐GM, in cultures with CBD at 10 µM (Figure 3D). As the ROS level was reported to possess pivotal influence on the function of HSCs,^15^ this result further hinted that CBD could enhance HSC activity in vitro. Limiting dilution transplantation assay at the end of culture was then performed to verify this hypothesis (Figure 3E). It can be concluded that the number of repopulating HSCs generated from 500 LSKs were increased from 11 to about 16 (Figure 3F, G), strongly suggesting that CBD can increase the number of HSCs during in vitro culture.

**FIGURE 3:**
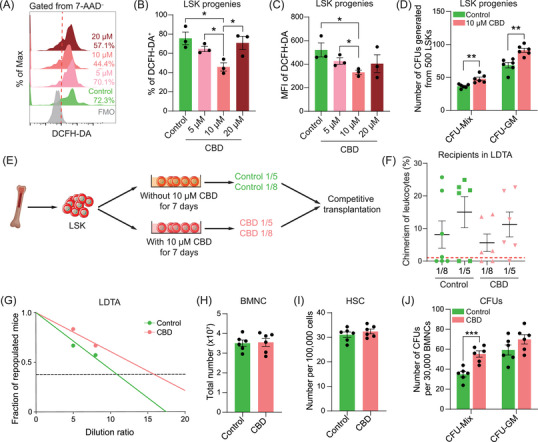
CBD treatment increased the hematopoietic activity both in vitro and in vivo. (A) Representative flow cytometry plots of DCFH‐DA staining in LSK progenies after culture with CBD at indicated concentrations for 7 days. (B,C) Bar plot showing the percentage of populations stained by DCFH‐DA in LSK progenies (B) and mean fluorescence intensity of DCFH‐DA in DCFH‐DA positive LSK progenies (C) after the 7‐day culture with CBD (*n* = 3). Data are presented as mean ± SEM. *p < 0.05 (*t*‐test). (D) Bar plot showing the number of CFUs generated from 500 LSKs in vitro in indicated groups (*n* = 6). Data are presented as mean ± SEM. **p < 0.01 (*t*‐test). (E) Schematic diagram depicting the experimental design of limiting dilution transplantation assay (LDTA). After culture for 7 days, 1/5 and 1/8 of LSK progenies were transplanted with competitor BMNCs into lethally irradiated recipients. (F) Dot plot showing the leukocyte chimerism in recipients of indicated groups at 16 weeks post‐transplantation. (G) The limiting dilution plot showing the estimated number of repopulating HSC in indicated groups. (H) Bar plot showing the number of BMNC in the bone marrow of mice with or without CBD treatment (*n* = 6). Data are presented as mean ± SEM. (I) Bar plot showing the number of phenotypical HSC in the bone marrow of mice in indicated groups (*n* = 6). Data are presented as mean ± SEM. (J) Bar plots showing the ratio of CFUs in the bone marrow of mice from indicated groups (*n* = 6). Data are presented as mean ± SEM. ***p < 0.001 (*t*‐test). CBD, Cannabidiol; HSC, hematopoietic stem cells; BMNC, bone marrow nucleated cell.

The in vivo influence of CBD on HSCs was subsequently evaluated. Without irradiation, CBD was administered following the same regimen applied under irradiation conditions. Fourteen days post‐administration, the concentration of white blood cells in peripheral blood of mice treated with CBD was increased, mainly contributed by increased concentration of lymphocytes (Figure S3A). The number of BMNCs showed no significant difference, neither were the ratios of phenotypical HSPCs except for an increased proportion of CMPs in CBD‐treated bone marrow (Figures 3H,I and S3B–D). Nevertheless, the frequency of CFU‐Mix was significantly increased in CBD‐treated bone marrow (Figure 3J), implying an enhanced hematopoietic activity in bone marrow treated with CBD. Since the physiological environment of HSC in bone marrow was hypoxic while in vitro culture was exposed to constant oxygen pressure, the difference in the output of in vivo and in vitro administration of CBD further indicated that CBD might increase the number of HSCs through reducing oxidative stress after acute irradiation.

### 2.4 Single‐cell RNA profiling of hematopoietic populations in bone marrow

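BMNCs of 3 mice were pooled into 1 droplet library per group, prepared at day 14: mice without irradiation (Control), mice given 6 Gy and solvent (IR), and mice given 6 Gy and 4 injections of cannabidiol at 50 mg/kg (IR+CBD). According to the methods, Lin−Kit+, Lin−Kit− and Lin+ cells were sorted and remixed at 5:4:1 before loading, so every share of cells refers to this mix and not to bone marrow. The authors deposited a matrix of counts of unique molecular identifiers (UMIs, 1 per captured RNA molecule) per gene and cell for each library, without normalization. The matrix headers name Cell Ranger 7.0.1, which counts intronic reads by default, while the methods name version 4.0, and the genome build behind the listed genes is not known. The Control library held 199383228 UMIs in 12200 barcodes, the IR library 206932522 UMIs in 11951 barcodes and the IR+CBD library 177806843 UMIs in 11884 barcodes. Each barcode had been called as a cell before deposit, and no filter on mitochondrial UMIs or doublets had been applied. From there, cells were filtered and clustered as the methods describe, clusters were named from a fixed list of cell type markers, and the UMIs of each gene were summed over the cells of a class in each library. These sums are given as CPM (UMIs per 1000000 UMIs of the class sum), with exact Poisson 95% intervals, and 2 libraries are compared by the ratio of their CPM with its exact conditional binomial 95% interval. Values in parentheses after a share, a CPM or a ratio are these 95% intervals. Lists of genes are summarised by the median log2 ratio over genes with at least 20 UMIs in the libraries compared, with an order-statistic 95% interval over genes and its percentile among 10000 random lists matched on expression. With 1 library per condition there are no replicates, cells of a library are not replicates of a treatment, and the intervals cover counting error only. No test between conditions was therefore possible, and differences between mice, sorts or library preparations cannot be separated from the treatment.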

To elucidate the molecular mechanisms underlying the enhanced hematopoietic recovery induced by CBD, we conducted single‐cell RNA profiling of BMNCs from three groups at 14 DPI (Figures 4A and S4A). After quality control, a total of 28,020 cells expressing an average of 2,544 genes were included for further analyses with no obvious batch effect (Figures 4B and S4B). 

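In the deposited matrices, 44 Control, 250 IR and 432 IR+CBD barcodes had under 200 genes, and 1526, 1597 and 1600 barcodes had over 5% mitochondrial UMIs. Both filters together left 31292 of 36035 barcodes. DoubletFinder was not at hand, so doublets were scored with Scrublet in each library and the highest-scoring 0.8% of cells per 1000 cells were removed (911 Control, 856 IR and 844 IR+CBD cells). The 28681 cells kept, 9763 Control, 9489 IR and 9429 IR+CBD, had 3636 genes on average. Keeping the predicted doublets moved the number of cells most, to the 31292 cells with 3765 genes on average. Median depth was 11579, 13078 and 11608 UMIs per kept cell in Control, IR and IR+CBD, with medians of 3456, 3430 and 3267 genes. With each cell thinned to 2000 UMIs, the median fell to 1136, 1116 and 1117 genes, with 380, 292 and 434 shallower cells left out. After integration, with library sizes set equal, a single library gave between 14.4% and 57.6% of a cluster, the highest being the Control share of a cluster of MPP-like cells.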

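Seurat 5.3.0 integration of the 3 libraries over 20 dimensions, with 138 of the 2000 variable genes left out because they correlated with proliferation genes, gave 24 clusters at resolution 0.8. Resolution 0.4 gave 18 clusters and resolution 1.6 gave 38. Each cluster took the name of the cell type whose markers scored highest, provided that at least 3 of these markers were detected and that its leading genes did not go against the name. The 24 clusters gave 17 named classes after the cluster that mixed HSC and MPP markers was divided. Its sub-cluster with the highest HSC score is called HSC-like, and its leading genes were Mecom, Samd12, Hlf, Nkx2-3 and Myct1. Clusters without a name held 15.2% of Control, 16.9% of IR and 16.4% of IR+CBD cells. Most of these cells lay in 2 clusters that scored highest for proB/preB without any marker of that type among their 10 leading genes. Because the names were rebuilt from markers, a class may hold other cells than the paper's cluster of the same name.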

With unsupervised clustering, 17 clusters were identified based on the expression of lineage‐related feature genes. These clusters covered the developmental stages from rare HSCs expressing *Hlf* and *Procr* to mature lineages including erythroid lineage (Ery 1 and Ery 2) expressing *Gata1* and *Gypa*, B cell lineage (proB, preB and immatureB) expressing *Cd19* and *Cd79a*, granulocyte lineage (GraP and Gra) expressing *Itgam* and *Ly6g*, monocyte lineage (Mono/Mac) expressing *Cd68*, natural killer cell lineage (NK) expressing *Nkg7* and plasmacytoid dendritic cell (pDC) expressing *Siglech* (Figure 4C). Lying between HSCs and mature blood cells were the progenitors including multipotent progenitor cells (MPPs) expressing *Flt3*, CLPs expressing *Lef1*, CMPs (CMP1 and CMP2) expressing *Mpo* and *Ms4a3* and MEPs expressing *Vamp5* and *Pf4* (Figures 4C and S4C,D).

**FIGURE 4:**
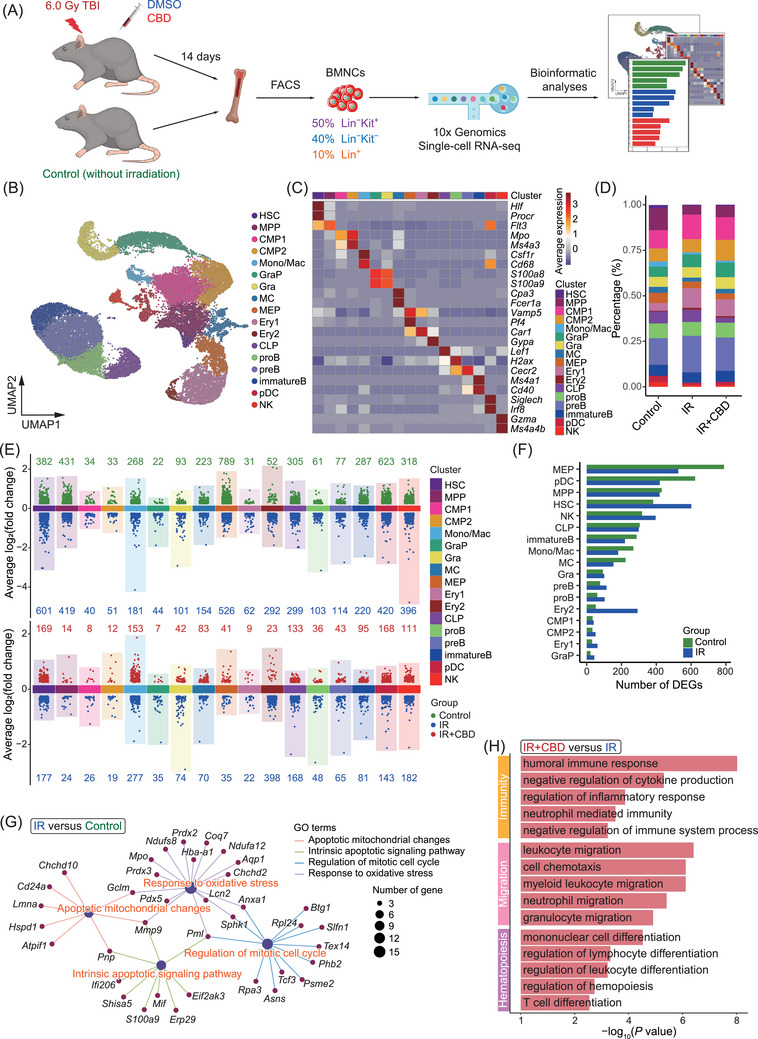
Single‐cell transcriptome profiling of BMNCs. (A) Schematic diagram of single‐cell transcriptomic profiling of BMNCs from three indicated groups. (B) Uniform Manifold Approximation and Projection (UMAP) plot showing dimensionality reduction and clustering of BMNCs. (C) Heatmap showing expression of feature markers in BMNC clusters. (D) Bar plot showing the percentage of each cluster in BMNCs from three indicated groups. The color of bars represents individual cluster and is corresponding to the color for clusters in (B). (E) Dot plots showing DEGs among groups in all clusters identified. The color of dots represents DEGs expressed in indicated groups. The number of corresponding groups was annotated on the plot in the corresponding color. (F) Bar plot showing the number of DEGs enriched in each cluster from Control and IR groups. (G) Net plot showing genes related to apoptosis, cell cycle and oxidative stress that are upregulated by acute irradiation. (H) Bar plot showing terms upregulated by the CBD treatment after acute irradiation. CBD, Cannabidiol; BMNC, bone marrow nucleated cell; DEG, differentially expressed gene.

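HSC-like, MPP-like and CMP-like cells together made up 33.3% (32.4 to 34.3) of Control cells, 25.9% (25.0 to 26.8) of IR cells and 29.9% (29.0 to 30.8) of IR+CBD cells, from 3254, 2455 and 2819 cells. The IR share was 0.776 (0.736 to 0.818) times the Control share, and the IR+CBD share was 1.16 (1.09 to 1.22) times the IR share. Against Control, the IR+CBD share was 0.897 (0.853 to 0.944) times as large. Of the alternatives, a mitochondrial limit of 10% moved the gain under CBD most, to 1.21 times. CMP-like cells, the largest of the 3 classes, were 20.2% of Control, 21.2% of IR and 23.9% of IR+CBD cells.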

The total proportion of upper stream progenitor populations corresponding to CFU‐Mix (including HSC, MPP, CMP1, and CMP2) was decreased after irradiation but recovered in mice treated with CBD to a level comparable to normal ones, consistent with the observed recovery of CFU‐Mix induced by CBD treatment (Figures 4D and 1D). Interestingly, MEP, pDC, MPP, HSC, and NK exhibited the most prominent decrease in differentially expressed genes (DEGs) following irradiation (Figure 4E,F). 

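In place of a number of DEGs, which needs replicate libraries, the distance between libraries was measured in each of 17 classes or unnamed clusters. The UMI sums of both libraries were thinned to 300000 UMIs, and the median absolute log2 ratio was taken over genes with at least 20 UMIs on average, less the value that Poisson counting alone gives. Between IR and Control, the excess was largest in pDC-like cells at 0.132, then in NK-like cells at 0.131, HSC-like cells at 0.113 and MPP-like cells at 0.0916. MEP-like cells came at rank 7 of 17 with an excess of 0.0571, behind immature B and granulocyte cells at 0.0690 and 0.0631. CMP-like cells had the smallest excess, 0.0203. A minimum of 50 UMIs per gene exchanged NK-like and pDC-like cells at the top and moved MEP-like cells to rank 8. The distance counts changes in both directions, not decreases alone. Only Poisson counting was taken off, so the sampling of cells stays in the excess and may weigh more in classes with few cells. The order of the classes may therefore partly follow their numbers of cells, for IR+CBD over IR as well.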

At the same time, the reduction of cell numbers in these five clusters was most dramatic (Figure 4D), suggesting a potential correlation between the number of downregulated genes and the decrease in quantity of specific cell type post‐irradiation. However, such correlation was not observed in the effect of the CBD treatment (Figure S4E).

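The IR share of cells was 0.362 (0.322 to 0.405) times the Control share for MPP-like cells, 0.402 (0.301 to 0.533) times for NK-like cells and 0.407 (0.326 to 0.506) times for pDC-like cells. The first of these ratios lay between 0.24 and 0.435 across the alternatives. In cells, these classes fell from 1169 to 411, from 179 to 70 and from 298 to 118. MEP-like cells went from 470 to 407, a share of 0.891 (0.778 to 1.02) times Control, which is within counting error of no change. Only 5 of the alternatives kept an MEP-like class, and with a minimum of 1000 genes per cell its ratio was 0.491. At resolution 1.6 it was 0.624. Monocytes and macrophages stood at 0.663 (0.548 to 0.801) times Control. Shares are parts of a whole, so a rise in one class lowers the others.

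**Figure D1:**
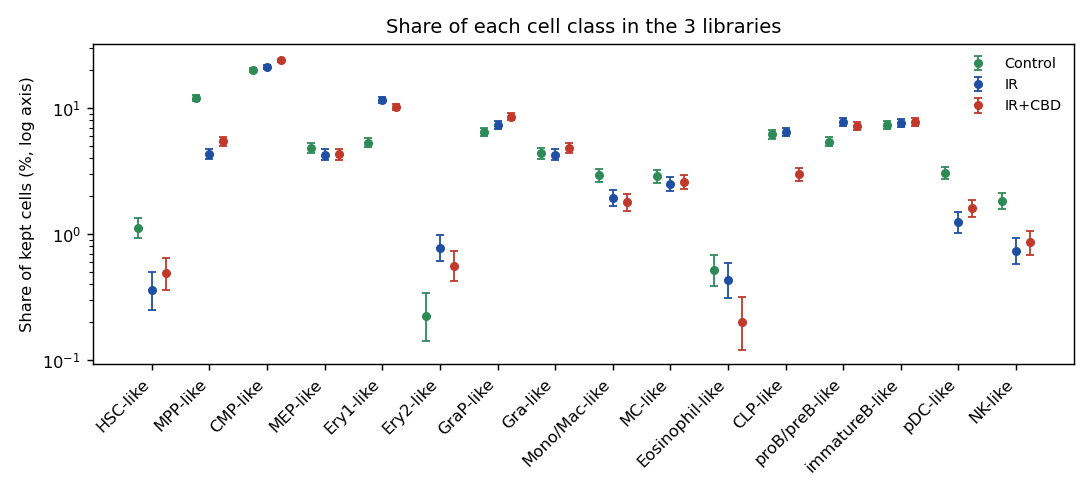
Share of the kept cells of each library in each named class apart from the stromal cells (y axis, percent on a log scale), with 1 point per library (Control, IR and IR+CBD) and exact Clopper-Pearson 95% intervals as error bars, which cover counting error only. MPP-like cells stand at 12.0% in Control, 4.33% in IR and 5.47% in IR+CBD, while the MEP-like points of the 3 libraries lie between 4.29% and 4.81%.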

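Between IR+CBD and IR, the excess distance was largest in NK-like cells at 0.0656, followed by monocytes and macrophages at 0.0468, HSC-like cells at 0.0454 and pDC-like cells at 0.0433. MPP-like cells, with an excess of 0.0110, were at rank 16 of 17, although their share rose 1.26-fold (1.11 to 1.44). For MEP-like cells the excess was 0.0164 and the share ratio 1.00 (0.871 to 1.15). Among the alternatives with an MEP-like class, this share ratio went from 0.941 to 1.42 (0.994 to 2.05), the latter with a minimum of 1000 genes per cell. At resolution 1.6 it was 1.24 (0.993 to 1.54). The share of pDC-like cells was 1.29 (1.01 to 1.65) times the IR share and that of NK-like cells 1.16 (0.835 to 1.63) times, the latter within counting error. The largest change in share under CBD was in CLP-like cells, which fell from 615 to 282 cells (0.461 times, 0.399 to 0.532).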

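Over all kept BMNCs, genes of oxidative phosphorylation had a median log2 ratio of IR over Control of 0.084 (0.069 to 0.12), with 75 of 87 genes higher in IR and a percentile of 100. Antioxidant genes had a like median of 0.082 with a wider interval (-0.060 to 0.24) and a percentile of 99.5. Genes of intrinsic apoptosis stood at 0.033 (-0.095 to 0.28), and p53 response genes at -0.036 (-0.23 to 0.12), neither outside the random lists. S phase genes had a median of 0.097 (0.068 to 0.13) and G2/M phase genes of 0.049 (0.016 to 0.083). These cycle values depended on the mix of classes: with the CPM of each class weighted by the Control shares in all libraries, S phase genes stood at 0.046 and G2/M phase genes at -0.040, the other side of 0. The median over all 22873 genes was -0.06.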

Overall comparisons of BMNCs showed upregulated features related to oxidative stress, apoptosis and cell cycle induced by acute irradiation, as previously implied by the phenotypical analysis (Figures 4G and 2F–I). 

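Interferon response genes had a median log2 ratio of IR+CBD over IR of -1.02 (-1.57 to -0.75) in all BMNCs, with 42 of 42 genes lower in IR+CBD. MHC class I genes had a median of -0.49 (-0.57 to -0.29), with 20 of 21 genes lower. Immediate early genes, which cells induce within minutes of a stimulus and which include inflammatory chemokines, stood at 0.16 (0.071 to 0.21) under CBD after -0.58 (-0.78 to -0.39) in IR against Control. Weighting classes by their Control shares moved the latter value to -0.28. Genes of homing and adhesion, which include the integrins and Cxcr4 used in leukocyte migration, stood at 0.050 (0.0072 to 0.093). Granulocyte genes stood at 0.21 (0.034 to 0.37), with 12 of 13 genes higher in IR+CBD. Among genes with at least 1000 UMIs, those with the largest rise by the bound of the interval nearest to 1 were Slc15a2, which went from 1.24 to 12.0 CPM, Stfa3 (3.49-fold), Gm42047, Stfa1 and Stfa2 (2.41-fold). The lowest ratios were those of Nalf1 at 0.00955, Ifi44 at 0.0895, Ifi27l2a at 0.155, Ifi213 at 0.169 and Rtp4 at 0.195.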

CBD administration caused upregulated features related to negative regulation of immunity and inflammatory response, leukocyte migration and hematopoietic cell differentiation when compared to BMNCs treated with solvent control (Figure 4H). These features implied a stimulated hematopoietic activity and alleviated damage induced by CBD on the whole‐bone‐marrow scale.

### 2.5 Cannabidiol restored stemness‐related features in hematopoietic stem cell

In line with phenotypical analyses, the transcriptomic analysis revealed a significant reduction in HSC proportion after irradiation without an increase in the IR+CBD group (control: 0.18%; IR: 0.05%; IR+CBD: 0.06%) (Figures 1G and 4D). Additionally, the expression of homing capacity‐related genes in HSCs indicated that bone marrow hominsg capacity was not enhanced by the CBD treatment (Figure S5A). Moreover, dimensionality reduction and DEGs showed high similarity between HSCs from mice treated with solvent control and CBD (Figure 5A,B). 

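HSC-like cells numbered 110 of 9763 in Control, 34 of 9489 in IR and 46 of 9429 in IR+CBD. As shares of all kept cells these are 1.13% (0.927 to 1.36), 0.358% (0.248 to 0.500) and 0.488% (0.357 to 0.650). The IR share was 0.318 (0.210 to 0.471) times the Control share. Between IR+CBD and IR the ratio was 1.36 (0.855 to 2.19), which is within counting error of no change. It was beyond counting error with a minimum of 1000 genes per cell, at 1.58 (1.04 to 2.41), and at resolution 0.4, at 1.35 (1.00 to 1.81). The ratio of IR over Control moved most when clusters were set aside and cells with a UMI of at least 3 HSC markers were counted instead, to 0.739. With the marker genes left out of clustering it was 0.322. The direction under CBD changed with the choices: the ratio of IR+CBD over IR was 0.933 with the libraries merged without integration. Among HSC-like, MPP-like and CMP-like cells alone, HSC-like cells made up 3.38% (2.79 to 4.06), 1.38% (0.961 to 1.93) and 1.63% (1.20 to 2.17). Their median depth was 10240, 17576 and 15258.5 UMIs per cell, with 1314372, 670044 and 723542 UMIs in all.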

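Cxcr4 had 15.2 CPM in Control, 11.9 in IR and 9.67 in IR+CBD in HSC-like cells, a ratio of IR+CBD over IR of 0.810 (0.25 to 2.56). Itga4 stood at 122, 160 and 167 CPM, with a ratio of 1.30 (1.01 to 1.68) after irradiation and of 1.05 (0.801 to 1.37) under CBD, the latter as low as 0.665 among the alternatives. Emilin1 had 21.3, 17.9 and 35.9 CPM, and its ratio under CBD, 2.01 (0.977 to 4.36), was within counting error of no change. Over the list of homing and adhesion genes, the median log2 ratio of IR+CBD over IR was -0.0051 (-0.35 to 0.45), with 7 genes higher and 7 lower. Across the alternatives this median went from -0.12 to 0.080, so its direction is not fixed.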

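Across 5724 genes, with the sums of the HSC-like cells thinned to 670044 UMIs, log2 CPM of IR+CBD correlated with that of IR at r = 0.948 (0.946 to 0.951) and with that of Control at r = 0.937 (0.934 to 0.940). Between IR and Control, r was 0.921 (0.916 to 0.924), and Poisson counting alone would give 0.969. These are correlations across genes, which are not independent replicates. The median absolute log2 ratio was 0.235 between IR+CBD and IR, 0.267 between IR+CBD and Control and 0.306 between IR and Control, against 0.182 from counting alone. Leaving predicted doublets in changed the order: the r with IR was then lower than the r with Control, by a difference of -0.00474 in place of 0.0111.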

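In HSC-like cells, Alcam (ENSMUSG00000022636) had 297 CPM in Control, 92.5 in IR and 115 in IR+CBD. Its ratio of IR over Control was 0.312 (0.235 to 0.409), and its ratio of IR+CBD over IR 1.24 (0.881 to 1.75), from 0.930 to 1.73 across the alternatives. Merging the libraries without integration moved the first ratio most, to 0.603. Egr1 (ENSMUSG00000038418) stood at 591, 254 and 267 CPM, with ratios of 0.429 (0.361 to 0.507) after irradiation and 1.05 (0.851 to 1.30) under CBD. The ratio of Egr1 under CBD depended on the alternatives, with 1.6 (1.34 to 1.91) for a minimum of 1000 genes per cell, 1.45 (1.13 to 1.86) for a mitochondrial limit of 10% and 0.729 (0.602 to 0.882) with proliferation genes kept in clustering. Nr4a1 is among the 50 genes that define the HSC-like cluster, so its values come from a clustering, chosen after seeing the data, that left out markers, the genes the paper names and immediate early genes. There the ratio of Nr4a1 was 0.404 (0.353 to 0.460) for IR over Control and 1.73 (1.49 to 2.01) for IR+CBD over IR. Of the genes drawn for Control in Fig. 5B, 8 do not define the cluster, and all 8 were highest in Control here. Ccl4 fell from 253 UMIs in Control to 5 in IR and 29 in IR+CBD, a ratio of IR over Control of 0.0388 (0.0125 to 0.0917). Ccl3 fell from 76 UMIs to 1 and 1, a ratio of 0.0258 (0.000645 to 0.148). These ratios rose to at most 0.402 for Ccl4 and 0.391 for Ccl3 among the alternatives. Wfdc17 (0.111), Ier3 (0.341), Ifitm1 (0.596) and Nfkbia (0.698) were lower in IR as well, and Dlg2, another defining gene, had a ratio of 0.459 (0.327 to 0.631) in the clustering without these genes. By the rule of size, the genes lowest in IR against Control were Auts2 (83 UMIs in Control and 0 in IR, at least 14.1-fold lower), Ccl4, Ccl3, Wfdc17 and Il1rapl2. Immediate early genes as a list had a median log2 ratio of -0.78 (-0.95 to -0.52), with 35 of 37 genes lower in IR.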

Notably, genes associated with stemness and self‐renewal, such as *Alcam*, *Egr1*, and *Nr4a1*, ranked among the top 10 DEGs in HSCs from unirradiated mice, suggesting impacted stemness of HSCs from groups post‐irradiation^32^, ^33^, ^34^ (Figure 5B). 

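Genes with the largest rise in HSC-like cells from IR to IR+CBD, among those with at least 50 UMIs, were Slc22a3 (32.8 to 192 CPM, a ratio of 5.85, 3.71 to 9.64), Macrod2 (5.79, 2.72 to 14.1), Tespa1 (4.77, 2.61 to 9.43) and Esyt2 (3.02, 2.00 to 4.67). Ncam2 also ranked here but is among the genes that define the cluster. With cells taken by a UMI of at least 3 HSC markers, Macrod2 had a ratio of 0.997, no longer a rise. Across the alternatives the ratio went as low as 1.12 for Slc22a3, 1.28 for Tespa1 and 1.37 for Esyt2. Auts2 went from 0 to 35 UMIs, at least 10.8-fold higher. The largest decreases were those of Ifi27l2a (127 to 18.0 CPM, 0.142, 0.0725 to 0.255), Ifi27 (418 to 119 CPM, 0.284), Iigp1 (116 to 30.4 CPM, 0.261), Frmd4b (70.1 to 16.6 CPM, 0.236) and Knstrn (59.7 to 15.2 CPM, 0.255), the last of which stood at 1.00 with cells taken by their markers. Interferon response genes had a median log2 ratio of -0.67 (-0.93 to -0.50), with 37 of 37 genes lower in IR+CBD, after 0.90 (0.51 to 1.33) in IR against Control. MHC class I genes stood at -0.40 (-0.61 to -0.14), with 14 of 16 genes lower. Genes of oxidative phosphorylation had a median of -0.11 (-0.15 to -0.060), with 56 of 81 genes lower and a percentile of 0.07. Their direction under CBD depended on the clustering: the median was 0.034 with a minimum of 1000 genes per cell and at resolution 1.6, 0.029 at resolution 0.4 and 0.035 with named genes left out of clustering, an alternative chosen after seeing the data.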

HSCs treated with CBD were characterized by upregulated migration and development‐related features and downregulated immune and aerobic respiration‐related features compared to HSCs treated with solvent control (Figures 5C and S5B).

**FIGURE 5:**
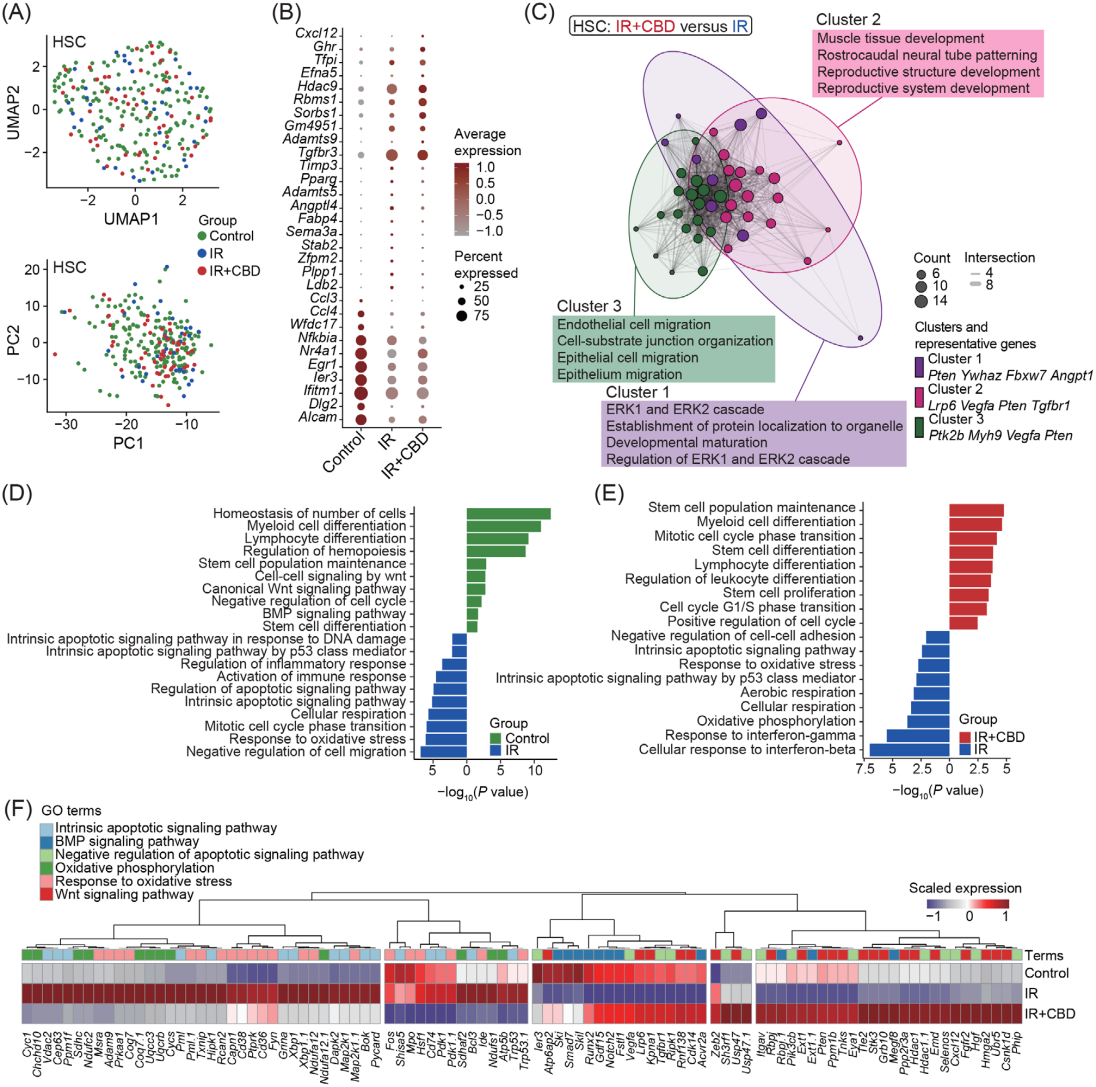
CBD treatment rescued irradiation‐induced injury and stemness in HSCs. (A) UMAP and Principal Component Analysis (PCA) plot depicting dimensionality reduction of HSCs in three indicated groups. (B) Dot plot showing expression of top 10 DEGs among HSCs from three indicated groups. (C) Enrich map showing clustered GO terms enriched by HSCs from IR+CBD group vs. those from the IR group. (D,E) Bar plots showing GO terms enriched in HSCs from control vs. IR (D) and IR vs. IR+CBD groups (E). The color of bars represents terms enriched by HSCs from indicated groups. (F) Heatmap showing the scaled expression of genes involved in specific GO terms in HSCs from indicated groups. CBD, Cannabidiol; DEG, differentially expressed gene; HSC, hematopoietic stem cells; GO, gene ontology.

Physiologically, HSCs reside in a relatively hypoxic niche and the alteration of metabolic feature is related to its dysfunction.^6^ 

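Genes of the p53 response, which DNA damage induces, had a median log2 ratio of IR over Control of -0.46 (-0.82 to 0.33) in HSC-like cells, with 7 genes higher and 9 lower. This median had a percentile of 0.49 among the random lists, while its interval spans both directions. Genes of intrinsic apoptosis stood at 0.59 (0.19 to 0.88), with 14 of 16 genes higher and a percentile of 100. Taking cells by a UMI of at least 3 HSC markers moved the apoptosis median most, to 0.097. Stem cell self-renewal genes had a median of -0.24 (-0.46 to -0.067), with 23 of 32 genes lower and a percentile of 0.01. Their median was -0.020 with the libraries merged without integration and -0.039 in the clustering without marker and named genes, which was chosen after seeing the data. The median over all 9233 genes of the comparison was 0.02, and scaling by the median ratio in place of total UMIs moved the zero point by 0.078.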

Features related to DNA damage and apoptotic signaling were upregulated in HSCs after irradiation, while those related to hematopoietic differentiation and stem cell functions downregulated (Figure 5D). 

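In HSC-like cells of the IR library, 75 of 82 genes of oxidative phosphorylation were above Control, with a median log2 ratio of 0.33 (0.30 to 0.43). This median was lowest, 0.11, with cells taken by their HSC markers without clusters. Antioxidant genes, taken as a measure of the response to oxidative stress, stood at 0.11 (-0.13 to 0.21), with 17 genes higher, 10 lower and a percentile of 82.2, which is not outside the random lists. Among HSC-like cells with few S and G2/M phase UMIs (55 Control and 8 IR cells), oxidative phosphorylation genes kept a median of 0.24 (0.16 to 0.38).

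**Figure D2:**
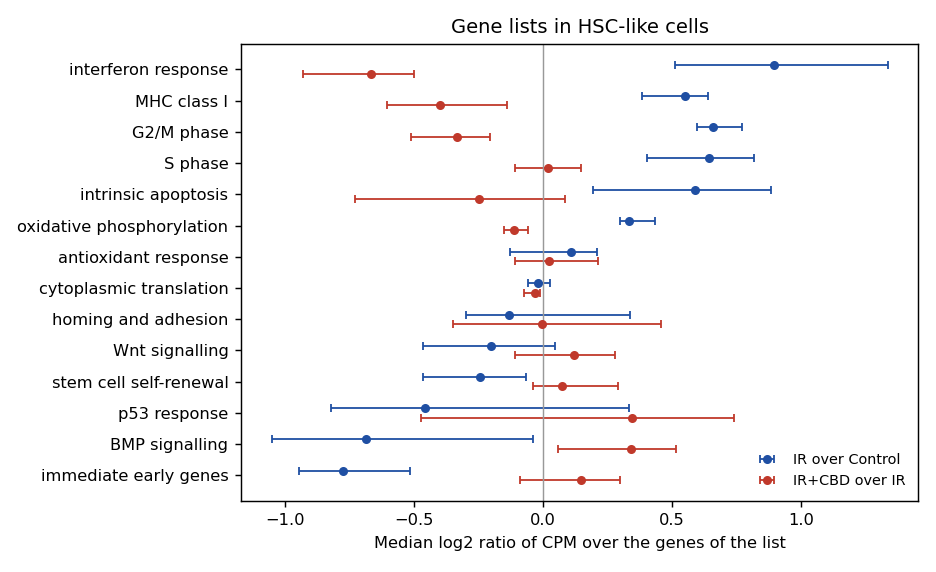
Median log2 ratio of CPM (x axis) of each gene list in HSC-like cells (y axis), for IR over Control and IR+CBD over IR, with order-statistic 95% intervals of the median over the genes of a list as error bars. For IR over Control, interferon response genes lie farthest to the right at 0.90 and immediate early genes farthest to the left at -0.78.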

The HSCs of irradiated mice were also characterized by features related to response to oxidative stress and oxidative phosphorylation when compared to unirradiated HSCs, indicating a vital role of oxidative stress in stemness loss of HSCs under acute irradiation (Figure 5D). The features enriched by HSCs treated with CBD greatly resembled those enriched by HSCs from unirradiated mice. Generally, features related to stem cells and hematopoietic differentiation were recovered in HSCs treated with CBD while those related to oxidative stress, oxidative phosphorylation and apoptotic signaling were downregulated (Figure 5E).

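Stem cell self-renewal genes had a median log2 ratio of IR+CBD over IR of 0.072 (-0.040 to 0.29) in HSC-like cells, with 21 genes higher and 10 lower. It was -0.053 with a minimum of 1000 genes per cell, -0.049 at resolution 0.4 and -0.051 at resolution 1.6. Genes of intrinsic apoptosis stood at -0.25 (-0.73 to 0.085), with 9 genes lower and 5 higher, and at 0.074 when only genes with at least 100 UMIs were used. Antioxidant genes had a median of 0.023 (-0.11 to 0.21), with 15 genes higher and 10 lower, and of -0.062 with cells taken by a UMI of at least 3 HSC markers. The p53 response genes stood at 0.35 (-0.47 to 0.74), with 8 genes higher and 5 lower. Each of these intervals includes 0. Among the random lists, the percentiles were 93.8 for self-renewal, 2.39 for apoptosis, 57.4 for antioxidant and 98.4 for p53 response genes. The IR cells also enter the comparison with Control, so counting error in these cells alone moves both comparisons in opposite directions.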

Gene ontology (GO) terms differentially enriched in HSCs from unirradiated mice and CBD‐treated mice after irradiation were featured by cell cycle‐related and translation‐related terms (Figure S5C,D). 

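For HSC-like cells of IR+CBD against Control, S phase genes had a median log2 ratio of 0.71 (0.54 to 0.82), with 36 of 36 genes higher in IR+CBD. G2/M phase genes stood at 0.30 (0.16 to 0.44), with 34 genes higher and 12 lower. Genes of cytoplasmic translation had a median of -0.043 (-0.096 to -0.0055), with 52 of 84 genes lower and a percentile of 0.06. Against IR, the translation genes had a median of -0.031 (-0.074 to -0.013) in IR+CBD, and it turned positive under several other ways of clustering, for example 0.069 at resolution 1.6. The median over all 9289 genes was 0.03.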

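In HSC-like cells, 21 of 32 genes of Wnt signaling were lower in IR than in Control, with a median log2 ratio of -0.20 (-0.46 to 0.044) and a percentile of 1.36. For IR+CBD over IR their median was 0.12 (-0.11 to 0.28), with 16 genes higher and 9 lower. It was -0.11 at resolution 0.4, and the first median was 0.0049 when named genes were left out of clustering, an alternative chosen after seeing the data. Genes of BMP signaling had a median of -0.69 (-1.05 to -0.038) for IR over Control, with 15 of 19 genes lower. Under CBD they stood at 0.34 (0.058 to 0.52), with 13 of 17 genes higher and a percentile of 99.7, between 0.078 and 0.48 across the alternatives.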

When compared to HSCs treated with solvent control, HSCs from unirradiated mice and CBD‐treated mice both showed upregulation of genes related to Wnt and BMP signaling (Figure 5F). These signaling pathways were reported to tightly regulate HSC development and its function. Low Wnt signaling maintains HSC proliferation and enhances HSC function, while high Wnt signaling impairs hematopoiesis and repopulation capacity.^35^ Importantly, the lack of Wnt signaling impaired the capacity of HSCs to reconstitute after transplantation.^36^ BMP signaling was also required for HSC self‐renewal since BMPR‐II deficient HSCs had impaired self‐renewal and regenerative capacity.^37^ These data illustrated on the molecular level that CBD treatment restores the stemness of HSCs within 14 DPI.

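Against Control, HSC-like cells of IR+CBD had a median log2 ratio of -0.13 (-0.34 to 0.046) for stem cell self-renewal genes, -0.19 (-0.36 to 0.056) for Wnt signaling and -0.25 (-0.57 to 0.060) for BMP signaling. Oxidative phosphorylation genes stayed above Control at 0.27 (0.19 to 0.33), with 70 of 82 genes higher. Apoptosis genes stood at 0.23 (-0.18 to 0.52), p53 response genes at -0.062, antioxidant genes at 0.15 (0.021 to 0.33) and immediate early genes at -0.78, with 34 of 37 genes lower. Interferon response genes were back at -0.0055 and MHC class I genes at 0.11. The CPM of Alcam in IR+CBD was 0.387 times that of Control. The paper reasons that irradiation lowers stemness genes and raises oxidative stress, oxidative phosphorylation and apoptotic signaling in HSCs. From the opposite changes in HSCs treated with CBD, with Wnt and BMP signaling raised, it concludes that CBD restores stemness at the molecular level. Its functional evidence is separate and comes from competitive transplantation of BMNCs taken on the same day after irradiation as these libraries. There, BMNCs of CBD-treated mice reconstituted all recipients, and those of mice given solvent reconstituted none. The transplantations were not analysed here, and the values above do not bear on them.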

### 2.6 *Atf2* potentially mediated the stemness restoration of hematopoietic stem cells through upregulating *Lrp6*

The pairwise DEGs revealed 73 genes shared by HSCs from unirradiated and CBD‐treated mice containing several genes related to stemness including *Nr4a1*, *Lrp6*, *Pten*, *Ski*, and *Rgs18* ^38^, ^39^, ^40^, ^41^, ^42^ (Figures 6A,B and S5E). 

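Across 6763 genes of the HSC-like cells, log2 ratios of Control over IR and of IR+CBD over IR correlated at r = 0.548. Since both ratios share the IR cells, simulated libraries with no change shared between Control and IR+CBD gave r = 0.588 (0.567 to 0.605). Among the 300 genes with the highest ratio in each comparison, 125 were shared, and the simulation gave 129.6. With the IR cells split so that the comparisons shared no cells, r fell to 0.111 (0.0296 to 0.169) and the overlap to 41.3 genes, above the simulated bounds for r of -0.0316 to 0.0244 and the simulated overlap of 22.6. These correlations are across genes, which are not independent replicates. At resolution 1.6 the split r was 0.0264, the lowest of the alternatives. Rgs18 stood at 189, 163 and 210 CPM in Control, IR and IR+CBD, with ratios of 0.859 (0.679 to 1.08) for IR over Control and 1.29 (1.00 to 1.67) for IR+CBD over IR. Ski helps to define the cluster, and when it was left out of clustering its ratios were 0.643 (0.544 to 0.757) and 1.16 (0.955 to 1.42).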

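Atf2 (ENSMUSG00000027104) lies on chromosome 2 from 73816509 to 73892639 on the reverse strand in the GENCODE M21 annotation of GRCm38, to which it was matched by its identifier. In HSC-like cells it had 128 UMIs in Control, 61 in IR and 66 in IR+CBD. These correspond to 97.4 (81.2 to 116), 91.0 (69.6 to 117) and 91.2 (70.5 to 116) CPM. The ratio of IR+CBD over IR was 1.00 (0.697 to 1.44), and the ratio of IR over Control 0.935 (0.678 to 1.28), so no change was detectable at this depth. Across the alternatives the first ratio went from 0.871 to 1.12 and the second from 0.817 to 1.18. Under CBD it was 1.09 (1.04 to 1.14) in cells with a UMI of at least 3 HSC markers, which are 26.2%, 19.3% and 18.3% of the kept cells of Control, IR and IR+CBD, and 1.07 (1.04 to 1.10) in all BMNCs, both beyond counting error. For IR over Control, the ratio of Atf2 in all BMNCs was 0.953 (0.928 to 0.979), also beyond counting error. In HSC-like cells, Foxj3 stood at 72.3, 50.7 and 59.4 CPM, with a ratio under CBD of 1.17 (0.730 to 1.89), and Cebpg at 30.4, 29.8 and 31.8 CPM with 1.06. Nanos1 had 4, 2 and 2 UMIs and Srrm3 0, 0 and 1, too few for a ratio.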

Among the top five transcription factors (TFs) predicted to regulate these DEGs, activating transcription factor 2, encoded by *Atf2*, showed the highest enrichment score and was upregulated following the CBD treatment (Figure 6C,D). The upregulation of *Atf2* induced by CBD was further verified using quantitative RT‐PCR (Figure 6E).

**FIGURE 6:**
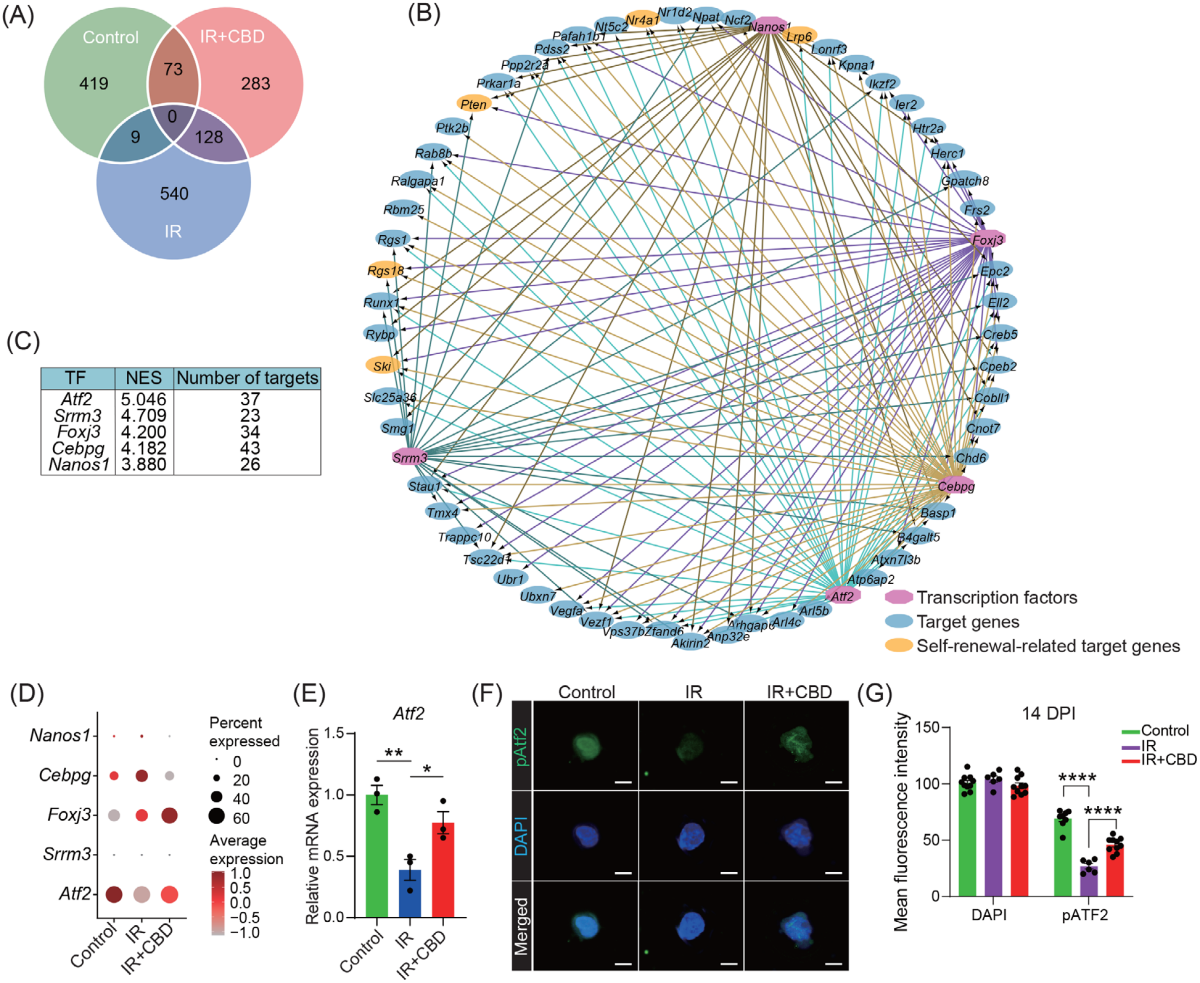
*Atf2* played crucial role in recovered stemness of HSCs induced by CBD. (A) Venn plot showing the intersection of pairwise DEGs obtained through comparing HSCs from control vs. IR and IR vs. IR+CBD groups. (B) The regulation network of predicted transcription factors and target genes. The color of edges represents regulation from indicated transcription factor. (C) Table showing normalized enrichment score (NES) and number of targets of top 5 DEGs. Transcription factors were ranked by NES. (D) The expression of top 5 transcription factors predicted by DEGs of HSCs from indicated groups. (E) The relative expression of *Atf2* in HSCs from indicated groups. *Gapdh* was used as reference gene for relative quantification of RNA expression (*n* = 3). Data are presented as mean ± SEM. *p < 0.05, **p < 0.01 (*t*‐test). (F) Representative immunofluorescence images of HSCs stained by Atf2 phosphorylated on Thr71 (pAtf2, green) and DAPI (blue) from indicated groups. The scale bars represent for 5 µM. (G) Bar plot showing the mean fluorescence intensity of DAPI and pATF2 in HSCs. Data are presented as mean ± SEM. ****p < 0.0001 (*t*‐test). CBD, Cannabidiol; DEG, differentially expressed gene; HSC, hematopoietic stem cells; DAPI, diamidino‐2‐phenylindole dye.

It was reported that the transcriptional regulatory function of *Atf2* requires the phosphorylation on its specific amino acids including Threonine 71.^43^ We therefore detected the expression of Atf2 phosphorylated on Threonine 71 (pAtf2) in phenotypical HSCs with or without CBD administration under irradiation. Our immunofluorescence data showed that the expression of pAtf2 was also up‐regulated in CBD‐treated HSCs when compared to the IR group (Figure 6F,G). These data further supported that the role of *Atf2* in the accelerated recovery of HSC stemness induced by CBD deserved investigation.

Considering the relatively high expression level of *Atf2* in HSCs (Figure S5F), lentivirus containing *Atf2* shRNA was generated for in vitro knock‐down of *Atf2* (Figure 7A). 

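In the Control library, HSC-like cells ranked 4 of 20 classes and unnamed clusters by CPM of Atf2. An unnamed cluster of B-lineage score had 112.5 CPM (97.7 to 129), immature B cells 105.0 (92.3 to 119) and CLP-like cells 104.4 (96.2 to 113), each within counting error of the HSC-like cells. MPP-like cells had 74.7 CPM, and granulocyte progenitors 43.6 (39.4 to 48.0). Over all other Control cells together, the ratio of HSC-like cells was 1.51, and it was lowest, 1.10, with cells taken by a UMI of at least 3 HSC markers. A UMI of Atf2 was found in 59.1% of Control HSC-like cells, and in 16.4% (10.0 to 24.6) after each cell was thinned to 2000 UMIs. Among granulocyte progenitors, which had 12737 UMIs per cell in the median, the shares were 40.4% unthinned and 7.88% (5.88 to 10.3) thinned. Thinned shares were 19.4% (16.4 to 22.7) in immature B cells, 18.7% (15.6 to 22.0) in CLP-like cells, 17.5% (14.5 to 20.9) in the unnamed B-lineage cluster, 16.5% (11.3 to 22.8) in NK-like cells and 15.2% (12.1 to 18.7) in proB/preB cells.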

The knocking down efficiency was validated by significantly downregulated expression of *Atf2* (Figure 7B) and the transfection of lentivirus carrying no shRNA exerted no influence on the number of CFUs (Figure 7C). Consistent with the in vivo data, 7‐day culture with CBD transparently recovered the number of CFU‐Mix post‐irradiation (Figure 7C). The transfection with *Atf2* shRNA specifically counteracted the increase of the number of CUF‐Mix in the IR+CBD group, implying that *Atf2* was crucial for the facilitated recovery of multipotent HSPCs induced by CBD (Figure 7C). Transplantation at the end of the culture revealed restored repopulating capacity of HSCs induced by the CBD treatment which was counteracted by knock‐down of *Atf2* (Figure 7D), illustrating the indispensable role of *Atf2* in restored repopulating capacity of HSCs induced by CBD. Surprisingly, when transfected with *Atf2* shRNA without irradiation, the number of CFU‐Mix after 7‐day culture was reduced to a relatively low level, which further illustrated the indispensable role of *Atf2* in maintaining the multipotential of physiological HSPCs (Figure 7C).

**FIGURE 7:**
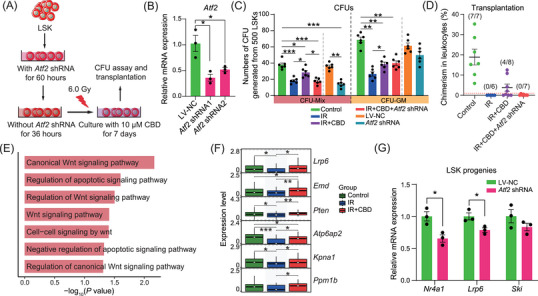
*Atf2* knock‐down counteracts CBD‐induced hematopoietic recovery. (A) Schematic diagram for in vitro functional validation of *Atf2* in CBD‐induced recovery of LSKs after irradiation. (B) Bar plot showing relative mRNA expression of *Atf2* in LSKs treated with lentivirus carrying no *Atf2* shRNA (LV‐NC) or with lentivirus carrying *Atf2* shRNA (*n* = 3). Data are presented as mean ± SEM. *p < 0.05 (*t*‐test). (C) Bar plot showing the number of CFUs generated from 500 LSKs after indicated treatment (*n* = 6). Data are presented as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001 (*t*‐test). (D) Dot plot showing reconstitution of recipients after 7‐day culture with CBD and *Atf2* shRNA transfection. (E) Bar plot showing enrichment of Wnt and apoptosis related features in HSCs from IR+CBD group vs. those from the IR group. (F) Box plots showing the expression of Wnt signaling‐involved genes in HSCs from three indicated groups. *p < 0.05, **p < 0.01, ***p < 0.001 (*t*‐test). (G) Bar plots showing relative expression of *Nr4a1*, *Lrp6*, and *Ski* in LSK progenies with or without *Atf2* shRNA transfection (*n* = 3). Data are presented as mean ± SEM. *p < 0.05 (*t*‐test). CBD, Cannabidiol; HSC, hematopoietic stem cells; CFU, colony‐forming unit; LSK, Lin^−^Sca1^+^Kit^+^.

Furthermore, among GO terms upregulated upon CBD treatment, Wnt signaling was highlighted (Figure 7E). Among the DEGs contributed to Wnt signaling‐related pathways, *Lrp6* was downregulated after irradiation and restored by the CBD treatment, following an expression dynamic similar with that of *Atf2* (Figure 7F). 

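Lrp6 (ENSMUSG00000030201), on chromosome 6 from 134446476 to 134566965 in the same annotation, had 86, 37 and 49 UMIs in HSC-like cells of Control, IR and IR+CBD. In CPM these are 65.4 (52.3 to 80.8), 55.2 (38.9 to 76.1) and 67.7 (50.1 to 89.5). The ratio of IR over Control was 0.844 (0.558 to 1.25) and that of IR+CBD over IR 1.23 (0.784 to 1.93), neither beyond counting error. The first ratio was 1.14, the other direction, with cells thinned to one number of UMIs. Under CBD the ratio stayed between 1.09 and 1.49 across the alternatives. Cells with a UMI of at least 3 HSC markers are 26.2%, 19.3% and 18.3% of the kept cells of Control, IR and IR+CBD, so most are not in the HSC-like class, and in them the ratios were 0.884 (0.834 to 0.936) and 1.09 (1.03 to 1.17), and in all BMNCs 0.886 (0.853 to 0.921) and 1.08 (1.03 to 1.12), beyond counting error in both. Of the other genes drawn in Fig. 7F, Emd had ratios of 0.915 (0.619 to 1.33) and 1.54 (1.04 to 2.32). Atp6ap2 stood at 0.526 (0.356 to 0.761) and 1.43 (0.927 to 2.22), Kpna1 at 0.750 (0.547 to 1.02) and 1.5 (1.07 to 2.10), and Ppm1b at 0.712 (0.475 to 1.05) and 1.53 (0.999 to 2.36). Under CBD these went as low as 1.03 for Emd, 1.01 for Kpna1 and 1.04 for Ppm1b among the alternatives.

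**Figure D3:**
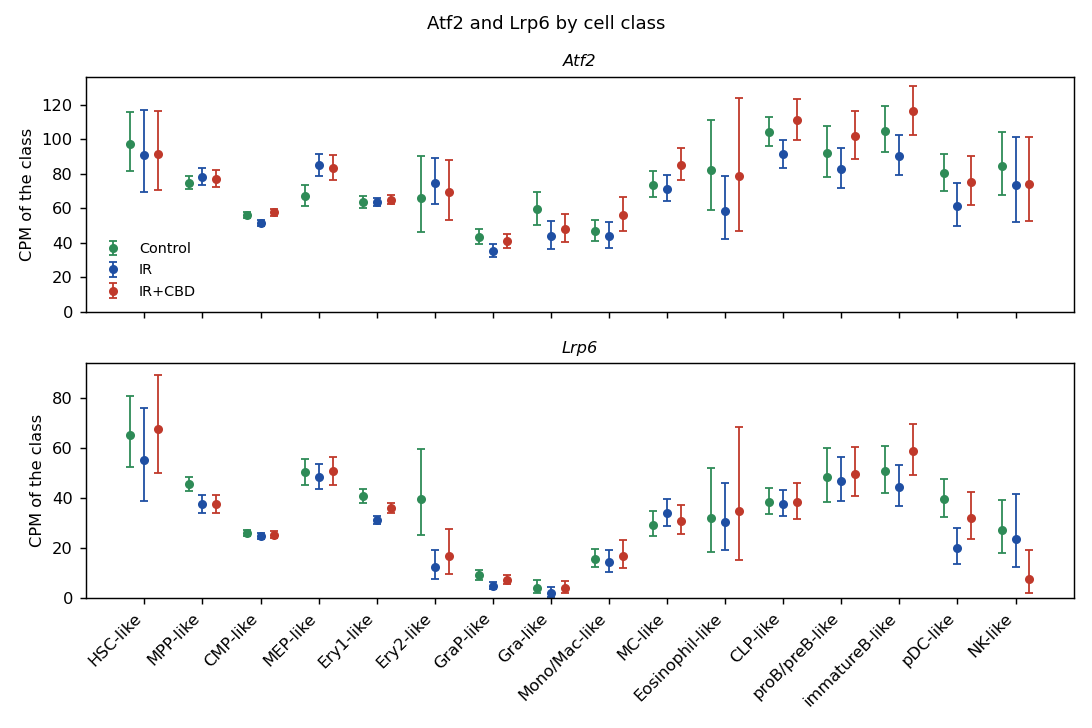
CPM of Atf2 (upper panel) and Lrp6 (lower panel) in each named class apart from the stromal cells (x axis), with 1 point per library (Control, IR and IR+CBD) and exact Poisson 95% intervals as error bars, which cover counting error only. In HSC-like cells the intervals of the 3 libraries overlap for each gene: the lowest Lrp6 point is that of IR at 55.2 CPM, and the Atf2 points lie between 91.0 and 97.4 CPM.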

Most importantly, in our data, *Lrp6* was predicted to be regulated by *Atf2* directly (Figure 6B). This was experimentally validated by the downregulated expression of *Lrp6* in *Atf2*‐knockdown LSK progenies (Figure 7G). Given that *Lrp6* was reported to be validly indispensable for HSC self‐renew,^40^, ^44^ these data collectively demonstrated that *Atf2* mediated the restoration of HSC stemness induced by CBD potentially through upregulating the expression of *Lrp6*.

## 3 DISCUSSION

The deficiency of the hematopoietic system induced by acute irradiation can be fatal, highlighting the crucial need for efficient molecular targets or medications. In this study, we demonstrated the stable radioprotective function of CBD under conditions of acute irradiation and observed its ability to enhance the recovery of bone marrow HSPC populations. Through competitive transplantation assays, we discovered that CBD restored the reconstitution capacity of HSCs prior to their quantification recovery, potentially attributed to a significant reduction in ROS levels. At the molecular level, CBD administration alleviated apoptotic features and oxidative stress while restoring declined Wnt and BMP signaling pathways induced by irradiation. Eventually, we identified *Atf2* as a key TF whose upregulation by the CBD treatment restored the stemness of HSCs potentially through upregulating *Lrp6*.

High‐dose irradiation causes DNA damage and exponentially increased ROS level, which further trigger apoptosis, necrosis, cell‐cycle arrest, and senescence.^8^, ^9^, ^10^ All these processes compromise the survival and function of cells. In terms of HSCs, the increased ROS level leads to more severe consequences. Our transcriptomic data showed elevated oxidative stress, enhanced oxidative phosphorylation, increased apoptotic signaling, and cell‐cycle arrest in HSCs induced by acute irradiation. 

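In HSC-like cells, S phase genes had a median log2 ratio of IR over Control of 0.64 (0.40 to 0.82), with 35 of 36 genes higher in IR. G2/M phase genes stood at 0.66 (0.59 to 0.77), with 43 of 46 genes higher. The median number of UMIs of both lists was 27.9 per 10000 UMIs of a cell in Control, 64.0 in IR and 53.8 in IR+CBD. Cells above the Control median made up 50% (40.3 to 59.7) of HSC-like cells in Control, 76.5% (58.8 to 89.3) in IR and 71.7% (56.5 to 84.0) in IR+CBD. For IR+CBD over IR, S phase genes stood at 0.017 (-0.11 to 0.14), from -0.11 to 0.23 across the alternatives, and G2/M phase genes at -0.33 (-0.51 to -0.21). The G2/M median was 0.20 at resolution 0.4, 0.18 with a minimum of 1000 genes per cell and 0.024 with proliferation genes kept in clustering.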

Treatment with CBD significantly mitigated the ROS level of HSCs at 14 DPI, consistent with the previous reports describing CBD as anti‐oxidant agent.^21^ Nevertheless, the downregulated feature of the apoptotic process was observed in transcriptomic data but not significantly detected by the FACS analysis using Annexin V in HSCs at 14 DPI. In fact, the percentage of Annexin V positive fractions in HSCs was slightly decreased by CBD. This inconsistency between mRNA expression and protein level suggested that alterations in apoptosis may be a consequence of reduced ROS levels, thus highlighting the antioxidative function of CBD as the core mediator for the facilitated recovery of functional HSCs.

We felt it intriguing that CBD‐induced recovery of GMPs and MEPs were earlier than that of HSCs and CMPs (Figure 1G,H). Also, CBD‐induced functional recovery of HSCs was earlier than that of the number of phenotypical HSCs. Obviously, transplantation assay evaluates the repopulating function of HSC but cannot predict the biological behavior of HSCs in vivo. We hypothesized that in individuals exposed to irradiation, functionally recovered HSCs might rather differentiate into downstream populations than expand to meet the survival needs. This explains the source of increased GMPs and MEPs induced by CBD treatment, while awaits to be validated.

*Atf2*, also known as cyclic AMP response element binding protein 2 (CREB2), was a TF studied in a number of developmental and pathological conditions. Complete loss of *Atf2* leads to early post‐natal lethality characterized by the meconium aspiration syndrome.^45^ It was reported that stress‐related p38 and Jnk signal mediated the phosphorylation on Thr69/71 of Atf2, allowing its translocation into nucleus to transduce signals and activate the expression of target genes.^46^ However, in our data, the level of Atf2 phosphorylated on Thr71 was reduced in HSCs after irradiation and was increased by CBD administration. This could be explained by the data that the transcriptional expression of *Atf2* was repressed by irradiation and when CBD was administered, the expression of *Atf2* was elevated and therefore causing the level of *Atf2* phosphorylated on Thr71 increased. In this way, the upregulation of *Atf2* caused by the CBD treatment might have little, if any, correlation with the change in the ROS level.

The bone marrow niche plays crucial roles in regulating the survival, dormancy, proliferation, and differentiation of HSPCs.^47^ Irradiation‐induced injury to niche populations impairs their secretion of cytokines and signals necessary for maintaining optimal HSC function. Furthermore, the radicals and signals generated by niche populations would cause continuous damage to hematopoietic populations, especially HSCs. 

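Clustering also gave a group of 21 cells, 6 in Control, 7 in IR and 8 in IR+CBD, that scored highest for stromal markers and held 41883, 58611 and 45333 UMIs. This cluster held 84.4% of all kept UMIs of Cxcl12, 80.5% of those of Stab2, 80.1% of Fabp4 and 86.7% of Ldb2. Some other genes drawn in Fig. 5B had few of their UMIs there, such as Tfpi with 2.33%, Angptl4 with 2.19%, Plpp1 with 2.76% and Timp3 with 10.2%. Its stromal marker genes together had 14588 CPM in Control, 2969 in IR and 8559 in IR+CBD, against 16.7, 5.97 and 26.3 CPM in HSC-like cells. Endothelial marker genes had 1982, 6552 and 5735 CPM in the cluster. With 6 to 8 cells per library, no comparison between the libraries was made.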

Unfortunately, due to rare number of niche cells in bone marrow and the methods to obtain BMNCs, no niche populations were identified in our transcriptomic data and therefore, influences of CBD on these populations and the interactions among niche populations and HSPCs were therefore not illustrated. Our further investigations will hopefully include hematopoietic niche populations.

Certainly, further investigations are warranted to elucidate additional aspects. Unlike tetrahydrocannabinol, CBD was reported to have a low affinity to classical cannabinoid receptors CB1 and CB2 and combine to GPR55, TRPV receptor and PPARγ to regulate intracellular inflammatory processes.^48^ In the context of this work, the molecular mechanisms underlying the relationship between the reduced ROS level and the upregulation of *Atf2* as well as the receptor mediating CBD‐induced hematopoietic recovery were not illustrated. Moreover, the resource of accelerated number of CMPs and MEPs at 14 DPI deserve further research. These questions will hopefully be addressed in future investigations.

## 4 MATERIALS AND METHODS

### 4.1 Mouse handling

All C57BL/6 mice were handled in specific pathogen‐free Laboratory Animal Center of Academy of Military Medical Sciences according to institutional guidelines. Male mice were applied to evaluate the radioprotective function of CBD according to the conclusions that male mice between 5 weeks to 3 months were more radiosensitive than female mice.^49^

### 4.2 Irradiation and drug administration

Mice were transferred into sterile fixing plate for Cobalt‐60 irradiation. CBD (GHEMP Biological, 13956‐29‐1) was dissolved in sterile soybean oil containing 2% DMSO (Sigma, 67‐68‐5) and was administered by intraperitoneal injection 12 h, 0.5 h prior to and 12 h, 24 h post‐irradiation at a single dose of 50 mg/kg body weight. Amifostine (MedChemExpress, 20537‐88‐6) was administered at 150 mg/kg body weight for a single injection 0.5 h before irradiation. For solvent control, mice were administered with soybean oil containing 2% DMSO.

### 4.2 Immuno‐histological staining and imaging

The immune‐histological staining of femurs, intestine and spleen were performed as previously described.^50^ For the expression of Atf2 phosphorylated on Thr71, phenotypical HSCs were sorted by flow cytometry and processed using fixing, washing and blocking regents from Beyotime biotechnology (P0098, P0106, P0102). After a whole night for blocking, cells were placed on dish (NEST, 801001) for laser confocal imaging and incubated with Atf2‐phospho‐Thr71 antibody (Abcam, ab32019, 1:500) over night. Goat anti‐rabbit IgG H&L (Abcam, ab150077, 1:1000) was subsequently incubated for 1 h and after washing. The 4′,6‐diamidino‐2‐phenylindole dye (DAPI, ThermoFisher, 62248) was subsequently stained for 10 min in the dark. Cells were imaged using full‐section imaging microscope (Zeiss, LSM980).

### 4.3 Flow cytometric analysis

Cells were washed once and resuspended in 100 µL phosphate buffered saline (PBS) containing 2% fetal bovine serum (FBS). Staining for HSPC phenotypes was performed as previously described.^28^ For apoptosis staining, Annexin V was stained together with antibodies instructing the identity of hematopoietic stem and progenitor cells. For detection of DNA damage, cells were fixed with Foxp3/Transcription Factor Staining Kit (eBioscience, 00‐5523‐00) after surface antibody staining and was subsequently stained with γ‐H2AX primary antibody (Abcam, ab22551) for 30 min. Cells were then washed once and were incubated with secondary antibody (Abcam, ab96879) at a dilution of 1/500 for 30 min before final analyses by flow cytometry. For the ROS level assessment, cells were incubated with 10 µM DCFH‐DA for 30 min. For cell cycle analysis, 200 µL BrdU at 10 mg/mL was injected peritoneally 0.5 h before sacrifice. Bone marrow was then collected and stained with BrdU antibody using BrdU Staining Kit for Flow Cytometry APC (eBioscience, 8817‐6600‐42) following instructions.

### 4.4 Colony‐forming assay

Red blood cells were depleted from bone marrow cells by a step of lysis. After being washed once and counted, 30,000 BMNCs were seeded into MythoCult M3434 (Stemcell, 03434) supplemented with 1% penicilin/streptomycin/gentamicin (Solarbio, P1410) for 7 days in 37°C incubator. Dishes were then observed under microscope for CFU identification and quantification. Colonies containing purely erythrocytes at day 3 of culture were identified as CFU‐E. At day 7 of culture, colonies containing either granulocytes, monocytes/macrophages or both were identified as CFU‐GM, while those simultaneously containing granulocytes, monocytes/macrophages and erythrocytes were identified as CFU‐Mix.

### 4.5 Competitive repopulating assay

CD45.1^+^ donor mice were treated with CBD and subjected to total body irradiation at a dose of 6.0 Gy. At 7 and 14 DPI, the donors were euthanized and BMNCs were obtained by thorough marrow flushing. Following cell counting and red blood cell lysis, 100,000 BMNCs along with 20,000 carrier BMNCs from CD45.2^+^ mice were intravenously transplanted into CD45.2^+^ male recipient mice. Immediately after transplantation, the recipients were transferred to a specific pathogen‐free barrier facility and provided with sterile water supplemented with antibiotics for a minimum duration of 1 month.

### 4.6 Single‐cell RNA‐seq library construction and sequencing

Bone marrow cells were obtained through flushing the femurs and stained with Lin and Kit as described above. Lin^−^Kit^+^, Lin^−^Kit^−^, and Lin^+^ populations from three individual mice were then sorted and mixed with a ratio of 5:4:1 for 10× Genomics single‐cell sample preparation. The single cells then processed for cDNA library construction following the standard protocol offered by 10x Genomics. Completed cDNA library was sequenced by Illumina novaseq6000 platform.

### 4.7 Single‐cell RNA‐seq data preprocessing

The fastq files generated by sequencing were processed by CellRanger (version 4.0) offered by 10× Genomics to obtain expression matrixes. Matrixes of three groups were then separately used to create Seurat object and cells meeting the following criteria were depleted from downstream analyses: (1) expressing less than 200 genes; (2) possessing more than 5% transcripts from mitochondrial genes. DoubletFinder (version 2.0.4) was then applied to predict and filter out potential doublets followed by data normalization. After quality control, Seurat object of three groups were integrated by IntegrateData offered by Seurat (version 4.4.0) using top 20 dims. Genes showing a correlation larger than 0.3 with proliferation feature genes including *Ube2c*, *Hmgb2*, *Hgn2*, *Tuba1b*, *Mki67*, *Ccnb1*, *Tubb*, *Top2a*, *Tubb4b* were removed from data. Subsequent dimensionality reduction and clustering were performed within standard framework. DEGs screening and enrichment analyses were performed using FindAllMarkers provided by Seurat and clusterProfiler (version 4.8.3), respectively.

### 4.8 Differentially expressed gene screening and enrichment analyses

DEGs were screened out by FindAllMarkers function with default parameters. Generally, 17 clusters were identified based on the expression lineage‐related feature genes. GO and Kyoto encyclopedia of genes and genomes (KEGG) enrichment analyses of DEGs were performed using clusterProfiler. For feature scoring, gene sets of specific terms were downloaded from MSigDB (https://www.gsea‐msigdb.org/gsea/msigdb). The score for gene sets was then calculated by AddModuleScore function. TF prediction and source–targets network were performed using iRegulon (version 1.3) embedded in Cytoscape software (version 3.9.1).

### 4.9 in vitro hematopoietic stem/progenitor cell culture

The basic medium for the HSPC culture was α‐MEM (ThermoFisher, 12571063) supplemented with 10% FBS, 50 ng/mL SCF (PeproTech, 250‐03), 50 ng/mL Flt3 ligand (PeproTech, 250‐31L), 50 ng/mL IL‐3 (PeproTech, 213‐13), 50 ng/mL TPO (PeproTech, 315‐14), 1% Glutamine (Sigma, 1294808) and 1% penicillin/streptomycin/gentamicin. Specific number of HSPCs were sorted and seeded into wells containing basic medium. The medium was half‐replaced every 3 days. At the end of the culture, cells were resuspended by pipetting up and down several times and collected for further colony‐forming assay.

### 4.10 *Atf2* knockdown strategy

Lentivirus carrying *Atf2* shRNA was built using services of Hanbio Tech (Shanghai, China). HSPCs were centrifuged at 400×*g* and incubated with 200 µL α‐MEM containing lentiviruses at a multiplicity of infection (MOI) of 10 for 20 min. After incubation, cell suspensions were immediately transferred to prepared culture medium for a 60‐h incubation to get maximum efficiency of virus infection. Three‐fourths to four‐fifths of the medium was then replaced with the culture medium containing no lentivirus. Cells were cultured for another 36 h without medium replacement before irradiation.

### 4.11 Statistical analyses and figure processing

Comparisons and statistical analyses among groups were performed using GraphPad Prism (version 8.3.0). *P*‐values < 0.05 were deemed to be statistically significant. Statistical analyses of single‐cell RNA‐seq data were performed using ggplot2 package (version 3.4.0). All figures were processed and assembled using Adobe Illustrator 2022.

## AUTHOR CONTRIBUTIONS

Yue Gao and Wei Zhou conceptualized this project, supervised the overall experiments and revised the manuscript. Zhijie Bai, Congshu Huang, Huanhua Xu, and Yuxin Wang performed the experiments and collected data with the help of Zebin Liao, Zhexin Ni, Ningning Wang, Pengfei Zhang, and Lei Zhou. Zhijie Bai performed bioinformatic analyses with the help of Pan Shen, Dezhi Sun, and Yangyi Hu. Zhijie Bai and Chaoji Huangfu drew the conclusions, organized figures, wrote and revised the manuscript with the help of all other authors. All authors have read and approved the final manuscript.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## ETHICS STATEMENT

Mouse manipulations were approved by the Animal Care and Use Committee of Academy of Military Medical Sciences under the ethic approval number IACUC‐DWZX‐2023‐P702. No experiment involving human participants or samples was included in this work.

## Supporting information

Supporting information

## Data Availability

The raw single‐cell RNA sequence data from our study have been deposited in the Gene Expression Omnibus (GEO) under the accession number GSE253266.

# Supplementary material for: Cannabidiol restores hematopoietic stem cell stemness in mouse through Atf2–Lrp6 axis after acute irradiation
**Source:** MedComm (2020). 2025 Feb 13;6(2):e70092. doi: 10.1002/mco2.70092
**Supplement:** Supplementary file 1 — Supporting information

***Supplementary Material***

Cannabidiol restores HSC stemness in mouse through

Atf2-Lrp6 axis after acute irradiation

Zhijie Bai, Congshu Huang, Huanhua Xu, Yuxin Wang, et al.

**Contents**

1. Supplementary figures and legends

2. Supplementary methods

**1. Supplementary figures and legends**

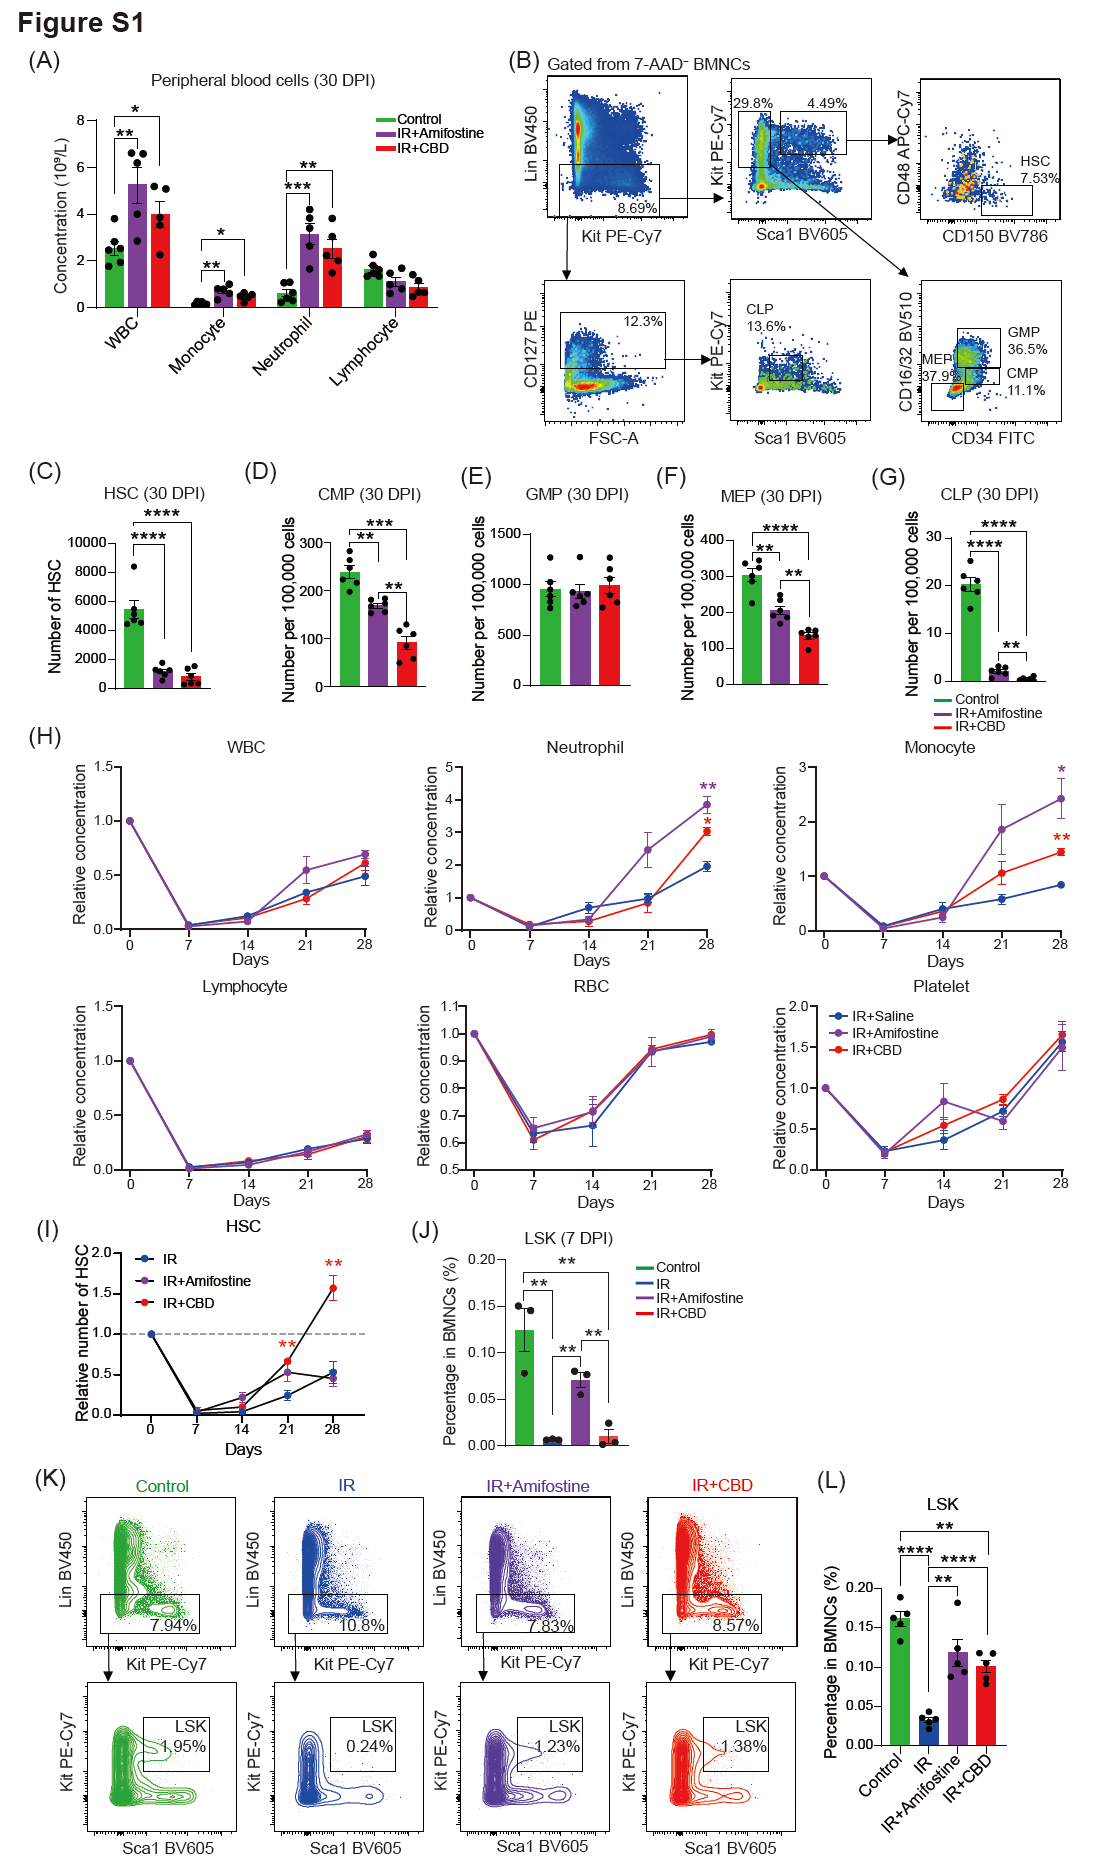

**Figure S1** **Phenotypical analyses of hematopoietic stem/progenitor cells (HSPCs) in bone marrow post irradiation.** (A) Bar plots showing concentration of blood cells in peripheral blood of mice from three groups. WBC, white blood cell (n = 6 for Control, n = 5 for IR+Amifostine and IR+CBD). Data are presented as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001 (t-test). (B) Representative flow cytometry plot for HSPCs including HSC, CMP, GMP, MEP and CLP at 30 DPI. (C) Absolute number of phenotypical HSCs in the bone marrow at 30 DPI after 8.5 Gy irradiation. (D-G) Ratios of CMP, GMP, MEP and CLP in indicated groups at 30 DPI (n = 6). Data are presented as mean ± SEM. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 (t-test). (H) Relative concentrations of blood cells in peripheral blood of mice from indicated groups (n = 6). Data are presented as mean ± SEM. *p < 0.05; **p < 0.01 (t-test). (I) The dynamics of number of HSCs in bone marrow from three groups. The numbers have been normalized to that in Control group. Data are presented as mean ± SEM. **p < 0.01 (t-test). (J) Bar plot showing the percentage of LSK populations in BMNCs at 7 DPI in indicated groups (n = 3). Data are presented as mean ± SEM. **p < 0.01 (t-test). (K) Representative cytometry graphs for Lin^-^Sca1^+^Kit^+^ (LSK) populations in indicated groups at 14 DPI. (L) The percentages of LSK populations in BMNCs in indicated groups at 14 DPI (n = 5). Data are presented as mean ± SEM. **p < 0.01, ****p < 0.0001 (t-test).

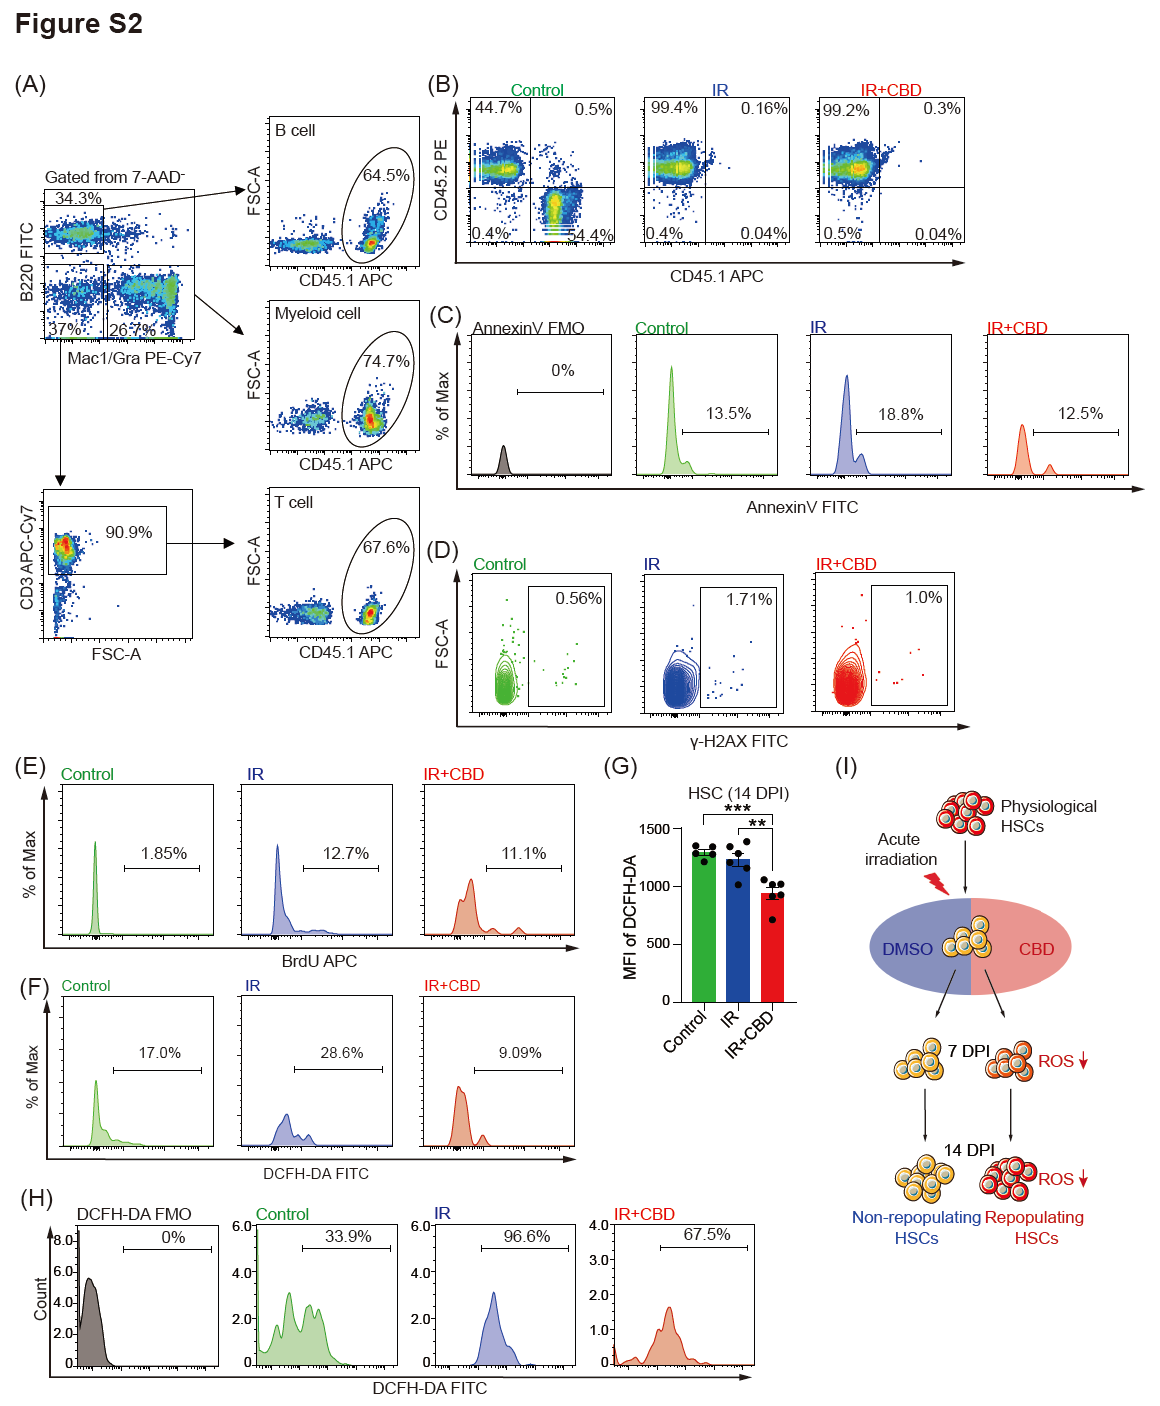

**Figure S2 CBD alleviated oxidative stress but did not recover function of HSCs at 7 DPI.** (A) Representative flow cytometry plots showing gating strategy for detecting chimerism in B cells, T cells and myeloid cells from peripheral blood of recipients at 16 weeks post-transplantation. (B) Representative flow cytometry plots for chimerism detection of leukocytes in peripheral blood of recipients receiving BMNCs at 7 DPI in indicated groups. Chimerism was detected at 16 weeks post-transplantation. (C) Representative flow cytometry plots showing staining of Annexin V in phenotypical HSCs from indicated groups at 14 DPI. (D) Representative flow cytometry plots showing staining of γ-H2AX in phenotypical HSCs from indicated groups at 14 DPI. (E) Representative flow cytometry plots showing the BrdU staining in HSCs in indicated groups at 14 DPI. (F) Representative flow cytometry plots showing the staining of DCFH-DA in HSCs in indicated groups at 14 DPI. (G) Bar plot showing the mean fluorescence intensity of DCFH-DA in DCFH-DA positive HSCs (n = 5 for Control, n = 6 for IR and IR+CBD). Data are presented as mean ± SEM. *p < 0.05; ***p < 0.001 (t-test). (H) Representative flow cytometry plots showing staining of DCFH-DA in phenotypical HSCs from indicated groups at 7 DPI. (I) Bar plot showing DCFH-DA staining of HSCs at 21 DPI.

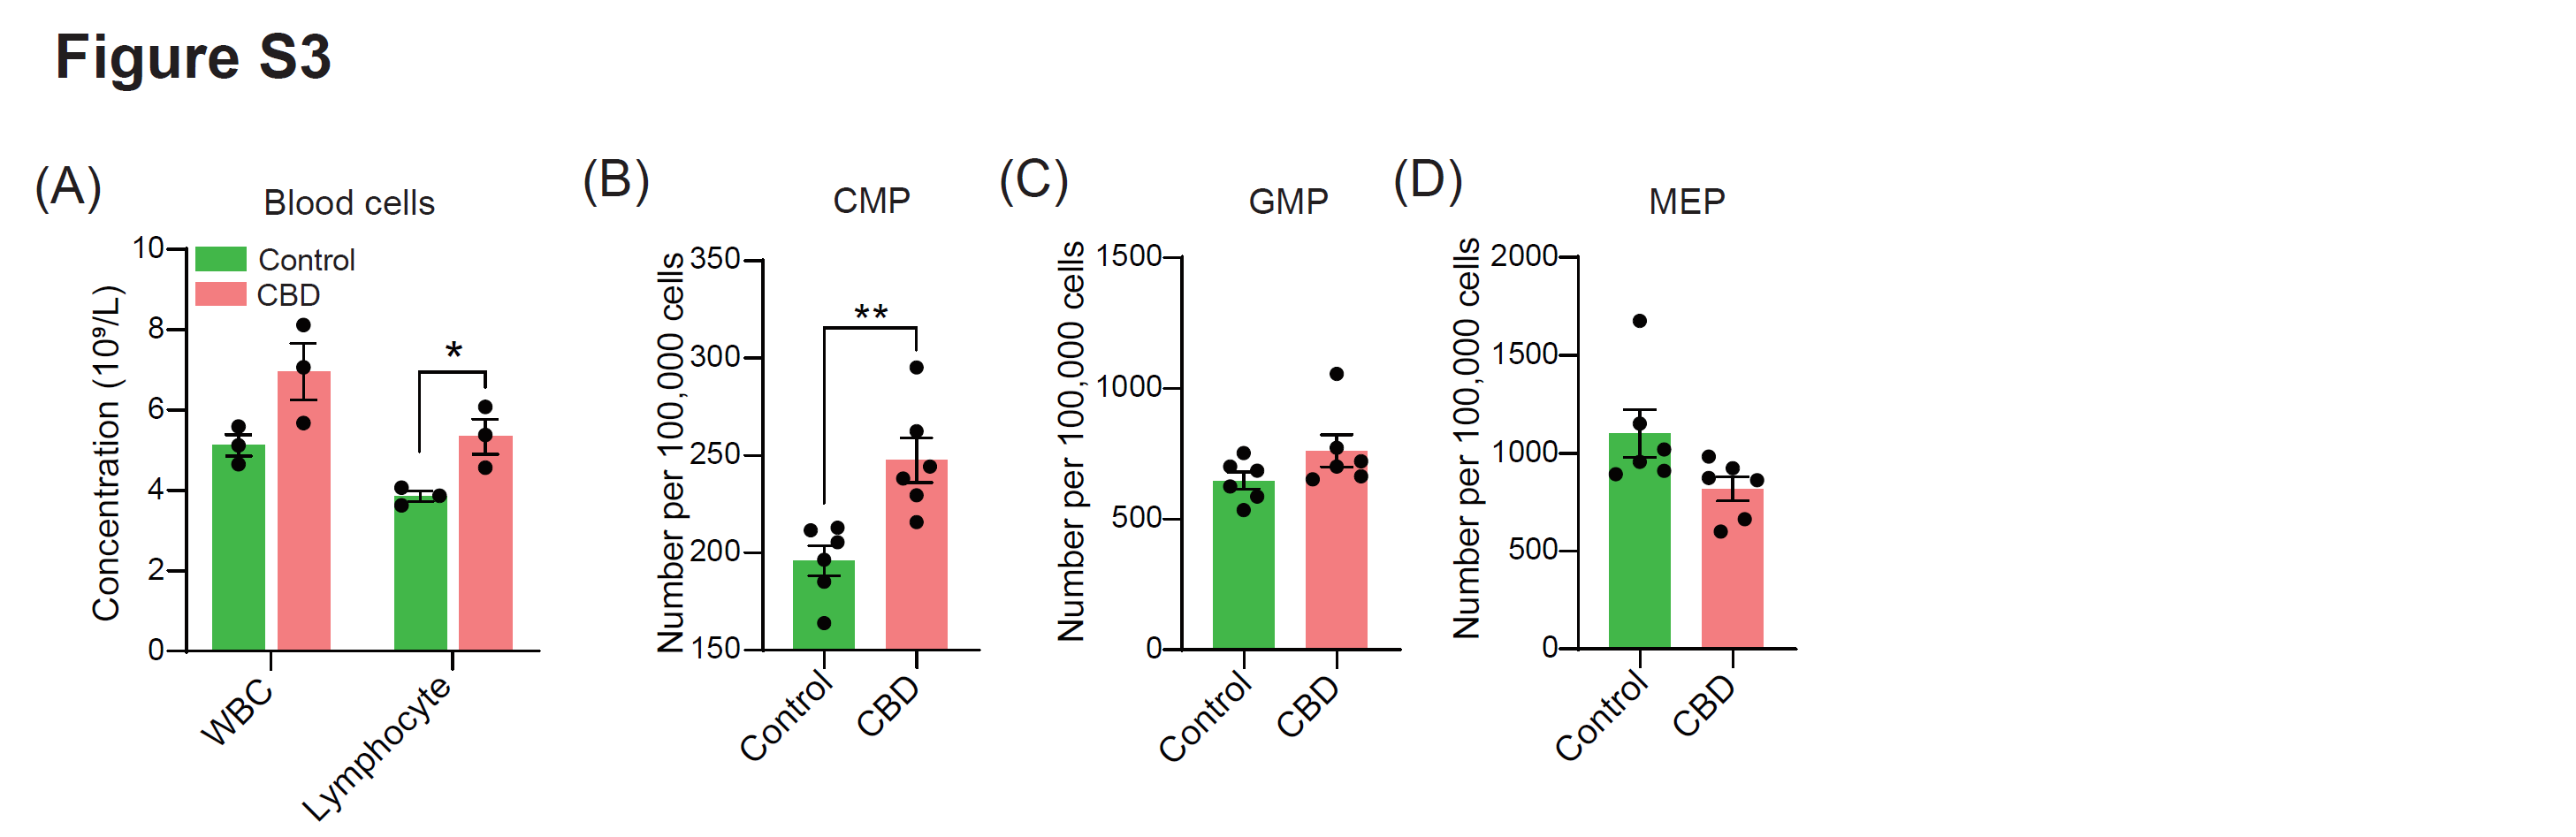

**Figure S3 Influence of CBD on hematopoietic capacity both *in vivo* and *in vitro*.** (A) Bar plots showing the change of white blood cells and lymphocytes in mice treated with or without CBD (n = 3). Data are presented as mean ± SEM. *p < 0.05 (t-test). (B-D) Bar plots showing the ratios of CMPs (B), GMPs (C) and MEPs (D) in the bone marrow at 14 days after CBD treatment (n = 6). Data are presented as mean ± SEM. **p < 0.01 (t-test).

**Figure S4** **Single-cell transcriptomic analyses of BMNCs.** (A) Flow cytometry plots showing gating strategy for BMNCs before single-cell RNA sequencing. (B) UMAP plots showing distribution of BMNCs from three indicated groups in clusters identified. (C) Dot plot showing the expression of top 5 DEGs for each cluster. (D) The expression of HSC-specific markers *Hlf* and *Procr* in all clusters from BMNCs. (E) Bar plot showing the number of DEGs enriched in each cluster from IR and IR+CBD groups.

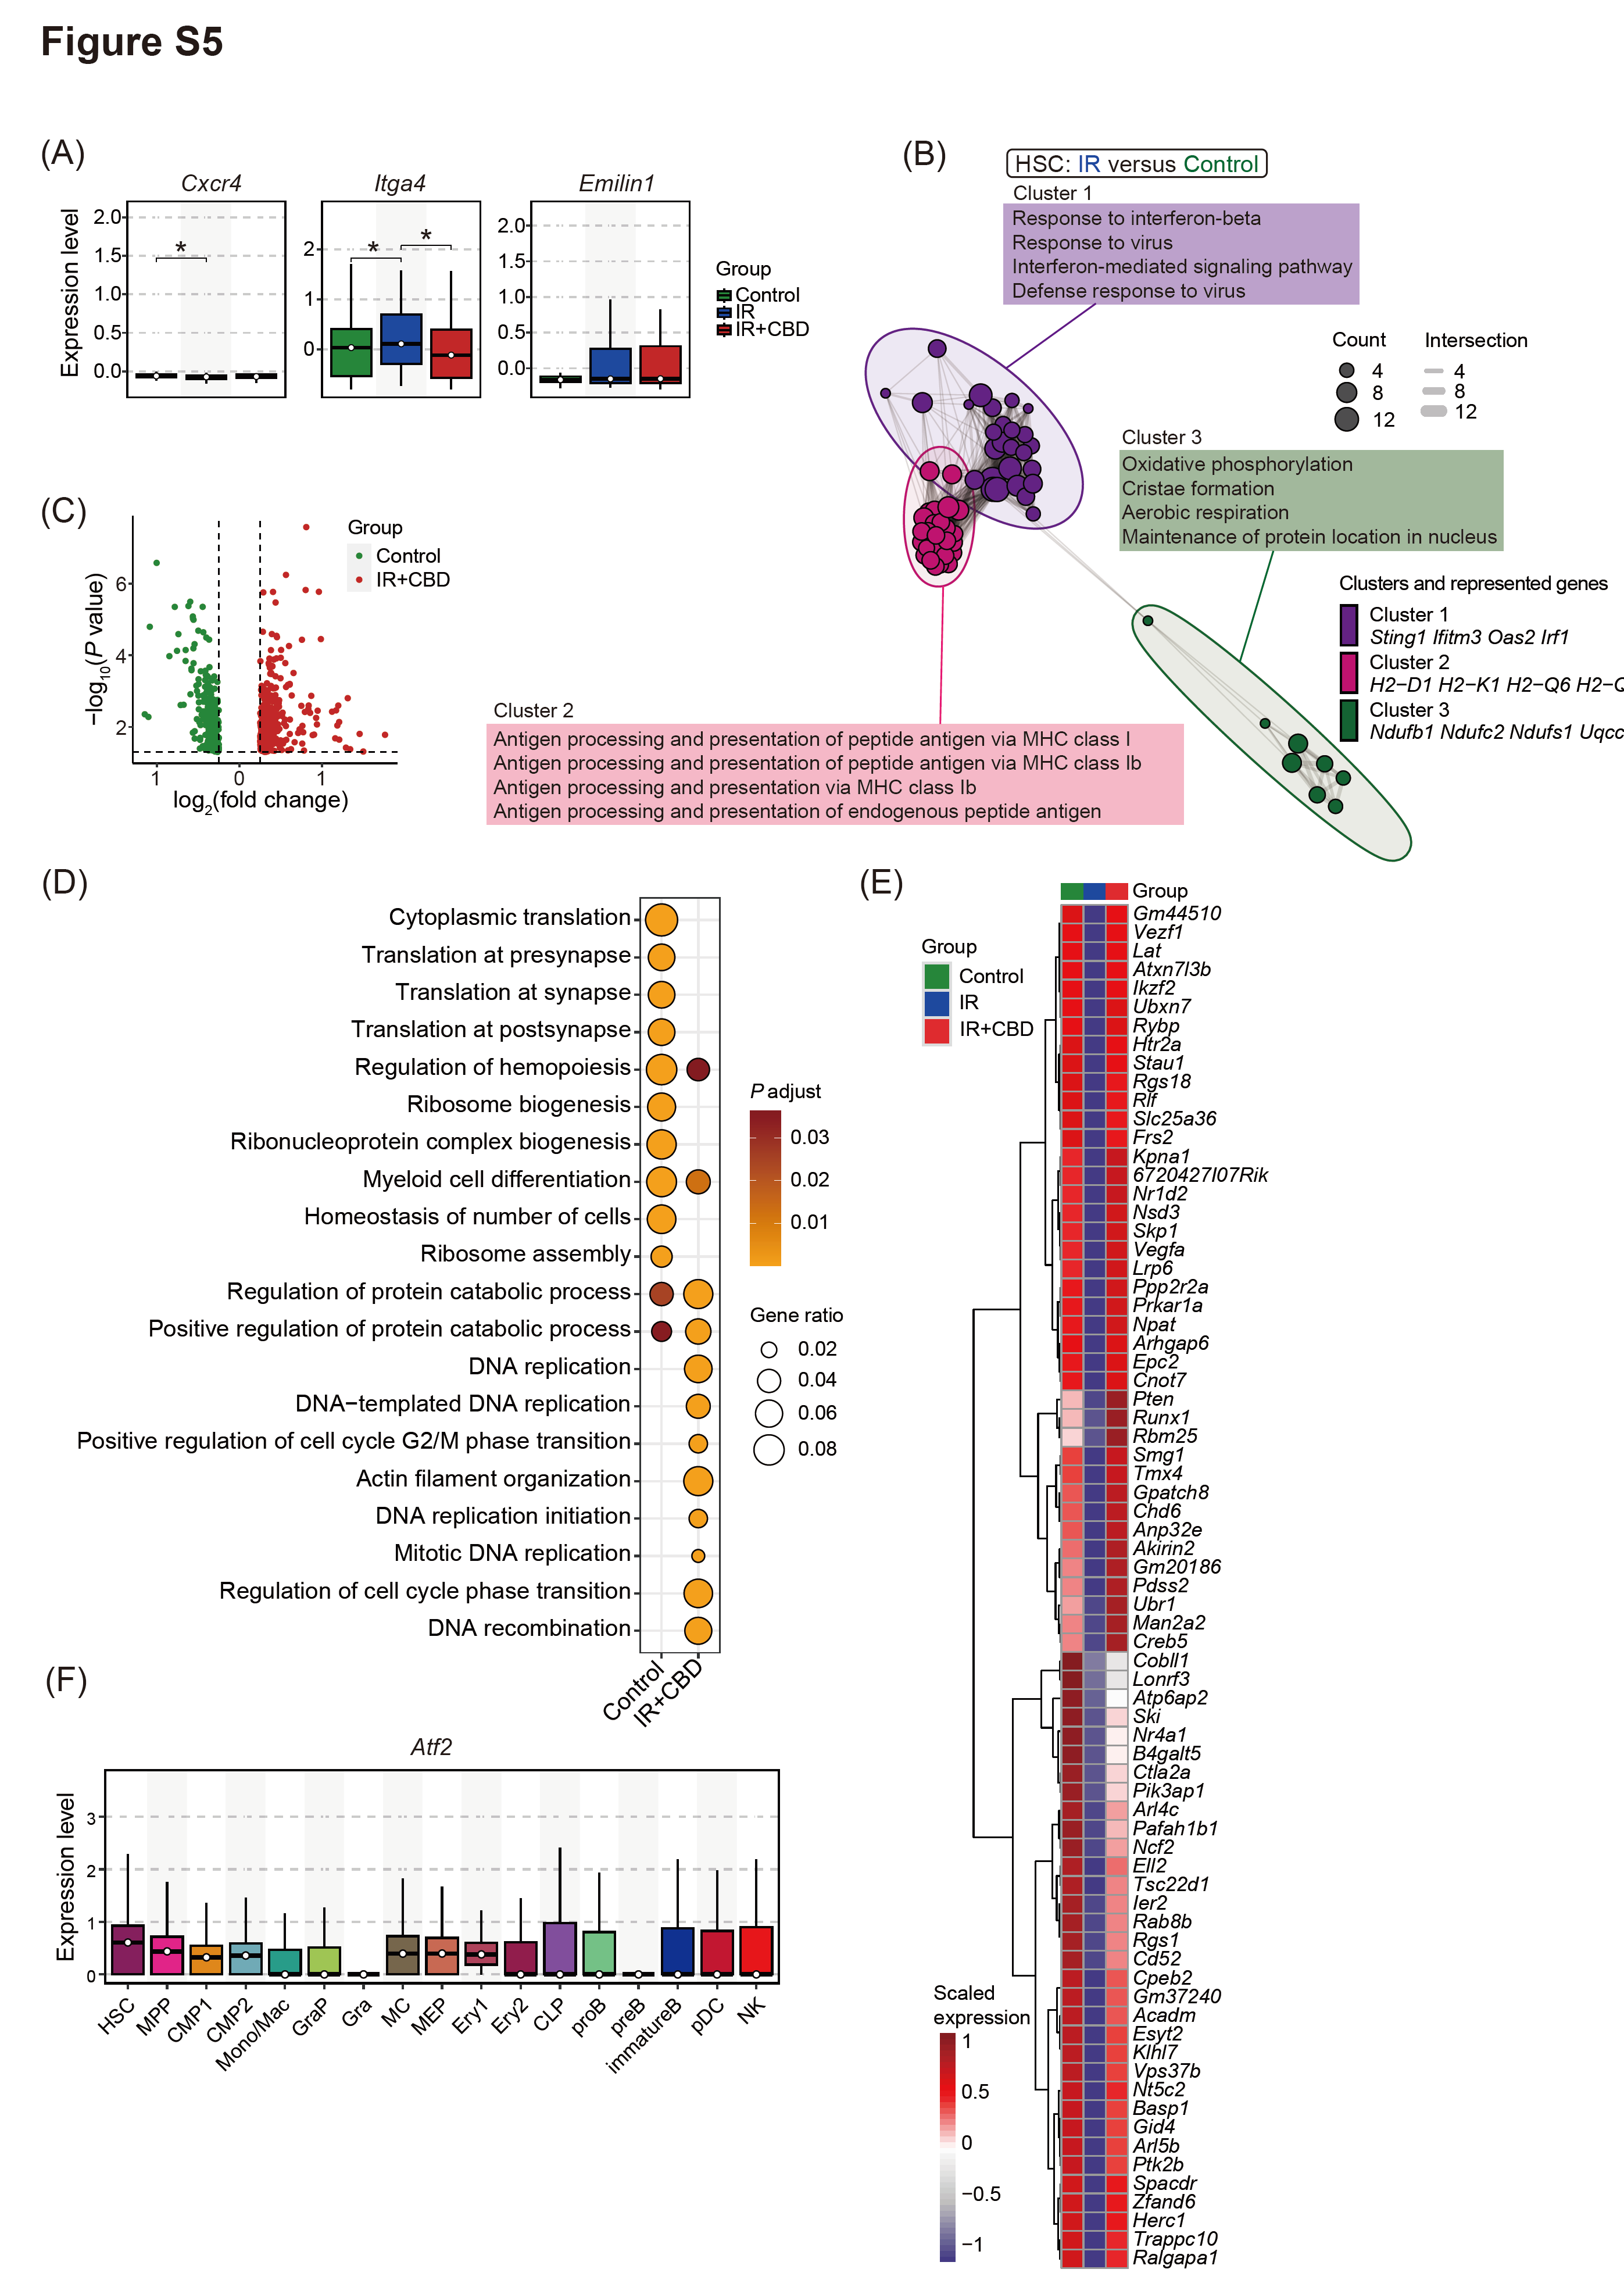

**Figure S5 Features of HSCs in three groups.** (A) The expression of bone marrow homing capacity-related genes in HSCs from three indicated groups. *p < 0.05 (t-test). (B) Enrich map showing clustered GO terms enriched by HSCs from IR group versus those from IR+CBD group. (C) Volcano plot showing DEGs in HSCs from indicated groups. (D) Dot plot showing GO terms enriched by DEGs of HSCs from indicated groups. (E) Heatmap showing genes downregulated by radiation and recovered by CBD treatment in HSCs. (F) Expression of Atf2 in clusters from bone marrow of Control group.

**2. Supplementary methods**

## **limiting dilution transplantation assay (LDTA) post-culture**

HSPCs from CD45.1/CD45.1 were obtained through FACS sorting using phenotype of LSK and cultured in vitro with or without 10 μM CBD for 7 days. For each well, 500 LSKs were seeded. At the end of culture, LSK progenies in both groups were collected and transplanted to CD45.2/CD45.2 recipientS at one-fifth and eighth equivalents, respectively. Sixteen weeks post-transplantation, blood chimerism of recipients were detected and LDTA curve was drawn.

How the deposited data were processed for this re-analysis (not part of the article)

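The authors deposited, for each of 3 droplet libraries, a matrix of UMI counts per gene and cell with its lists of barcodes and genes. The libraries hold BMNCs of mice without irradiation (Control), of mice given 6 Gy and solvent (IR) and of mice given 6 Gy and CBD (IR+CBD) at day 14, each pooled from 3 mice after sorting and remixing. According to the headers of the deposited files, the counts came from Cell Ranger 7.0.1, and the authors' methods name version 4.0. Every barcode had been called as a cell, and no normalization had been applied. All percentages, ratios, CPM (UMIs per 1000000) and log2 ratios were computed from the deposited counts. The genome build and annotation release behind the counts are not known, and gene positions were taken by Ensembl identifier from the GENCODE M21 annotation of GRCm38.

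Cells with under 200 genes or over 5% mitochondrial UMIs were removed, as in the methods. DoubletFinder was replaced by Scrublet as implemented in scanpy 1.11.5, run in each library, and the highest-scoring 0.8% of cells per 1000 cells were removed, in all 2611 cells. Scrublet's own automatic threshold would have marked 483 Control, 498 IR and 531 IR+CBD cells. The kept cells held 167623431, 175191934 and 150284990 UMIs. Integration and clustering used Seurat 5.3.0 in R 4.3.3 (FindIntegrationAnchors, IntegrateData, 2000 features, 20 dimensions, resolution 0.8), where the paper used an earlier Seurat version. Of 7 proliferation genes found, 1459 genes correlated over 0.3 with any, and those among the features were left out, which left 1862 features. Clusters were named from marker lists fixed before the data were examined. A cluster stayed unnamed where fewer than 3 of the markers were detected, where markers of another type led its 10 leading genes, or where its cells were very shallow. The cluster that held HSC and MPP markers together was clustered again on 20 neighbours with leidenalg 0.10.2, and the sub-cluster with the highest HSC score was taken as HSC-like. Dividing such a cluster was planned before the data were examined, but how to divide it was not. After the clusters and their numbers of cells per library had been seen, and before any gene was compared between libraries, divisions on the integrated components and on components recomputed within the cluster were tried, each at resolution 0.8 and at a lower one. The division on the integrated components at resolution 0.8 was kept, for its expression of HSC markers and because the clusters were made at that resolution, and the other divisions were not carried further. The scores, the limits for leaving a cluster unnamed and the number of defining genes were also set at that point. Later, when a minimum of 1000 genes per cell gave no HSC-like class, the cluster to divide was limited to those scoring highest for HSC or MPP, which changed the cells of that alternative only. The 50 genes with the highest fold in that cluster count as defining genes, and their values are not reported from this clustering.

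UMIs were summed per gene over the cells of a class in each library with Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9. Shares of cells have exact Clopper-Pearson 95% intervals, CPM exact Poisson intervals and ratios exact conditional binomial intervals. All of these cover counting error only. A gene at 0 in one library was given a limit from 3 counts. For lists, log2 ratios used a pseudocount of 0.5 UMI, and 10000 random lists were drawn from 50 bins of expression. The lists were fixed before the data were examined and cover oxidative phosphorylation, p53 response, intrinsic apoptosis, antioxidant response, interferon response, MHC class I, immediate early genes, Wnt signaling, BMP signaling, stem cell self-renewal, cytoplasmic translation, S phase, G2/M phase, homing and adhesion, and endothelial, stromal, erythroid and granulocyte markers. The apoptosis list shares members with the p53 list, and the self-renewal list holds genes that the study picked from these libraries. Distances between libraries used class sums thinned to 300000 UMIs. The comparison of genes lower in IR than in both other libraries used 200 simulations with no shared change and 100 splits of the IR cells.

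Named genes were chosen by a rule written before the data were examined: every gene named in the results text and in Fig. 5B, 6D, 7F and S5A, and in each comparison the 5 genes highest and the 5 lowest by the bound of the ratio's interval nearest to 1. This rule used genes with at least 50 UMIs in HSC-like cells or 1000 UMIs in all BMNCs. Some genes that the rule covers are not reported here. Comparisons were IR against Control and IR+CBD against IR, with IR+CBD against Control beside them. No test between conditions was made, since each condition is 1 library. On simulated data with known changes in the HSC-like cells, the intervals held the true ratio for 96.3% of genes for IR over Control and 96.4% for IR+CBD over IR, and for 95.6% and 95.7% in all BMNCs. These data were class sums drawn as Poisson counts, the model behind the intervals. They check the computation only, and leave out differences between cells of a class. A list given a true log2 change of 0.5 had a median of 0.46 for IR over Control and 0.40 for IR+CBD over IR in HSC-like cells. A change shared by 300 genes gave a correlation of 0.395 with the IR cells split, and no change gave -0.0154.

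Alternatives covered the mitochondrial limit (10%), doublets kept, a minimum of 1000 genes, merging without integration, proliferation genes kept, marker genes left out of clustering, resolutions 0.4 and 1.6, HSC-like cells taken as cells with a UMI of at least 3 HSC markers, scaling by the median ratio, the mean of ln(1 + UMIs per 10000), cells thinned to one number of UMIs (5000 in HSC-like cells), list minimums of 5 and 100 UMIs, the top 100 genes, a minimum of 50 UMIs on average, and class shares of Control as weights. A clustering without marker genes, named genes and immediate early genes was added after seeing the data. GO terms, DEG counts, cell-cell communication and the prediction of transcription factors were not analysed here, since GO annotations, replicate libraries and motif databases were not used here. The experiments on cultured cells, colonies and transplanted mice were not analysed here.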

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

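The tests on interferon response genes below were chosen only after the result was seen, and the alternatives of clustering were set before it, apart from the clustering without named genes.

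The share of Ery1-like cells (erythroid cells with Car1, Klf1 and other early markers) was 5.32% (4.88 to 5.78) in Control, 11.6% (10.9 to 12.2) in IR and 10.2% (9.62 to 10.9) in IR+CBD, a ratio of 2.17 (2.0 to 2.42) for IR over Control and of 1.92 (1.73 to 2.14) for IR+CBD over Control. Ery2-like cells, with globin genes, went from 22 cells in Control to 74 in IR and 53 in IR+CBD, a ratio of 3.46 (2.13 to 5.85) for IR over Control. They stand out because the paper does not discuss these classes in its sequencing data, and both lie above the Control library. In all BMNCs, the list of erythroid genes had a median log2 ratio of IR over Control of 1.44 (0.69 to 2.28), with 15 of 16 genes higher. Choices of filtering and clustering do not account for the rise: over the alternatives the Ery1-like ratio of IR over Control stayed between 1.52, with a minimum of 1000 genes per cell, and 2.39, and the Ery2-like ratio between 2.91 and 5.08. The minimum of 1000 genes per cell left no Ery2-like class. Sorting and remixing of the Lin−Kit+, Lin−Kit− and Lin+ fractions, lysis of red cells and the choice of mice may differ between 3 single libraries, and these were not tested. Regeneration of erythroid cells after irradiation stays open as a biological explanation, also untested.

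Interferon response genes had a median log2 ratio of IR over Control of 1.30 (0.74 to 1.75) in all BMNCs, with 42 of 42 genes higher, and MHC class I genes one of 0.64 (0.36 to 0.77), with 21 of 21 higher. They stand out because the paper does not discuss a rise of these genes in IR, and both lists lie above Control. Both fell again in IR+CBD. A class of cells with a high interferon response that is more frequent in the IR library is argued against, since the list's median was above 0 within 17 of 17 classes, the lowest value being 0.66 and the highest 2.21. Free RNA in the droplets of the IR library would add about as many UMIs to cells of any class. The gain in UMIs of the list per cell was instead highest in monocytes and macrophages at 62.8 (61.0 to 64.6) and only 3.14 (2.89 to 3.38) in proB/preB cells, which argues against free RNA as the whole cause. This test was first written on the gain in CPM of the list, and was changed to UMIs per cell after those values were seen, since the CPM depends on the depth of a class. The gain in CPM differed between classes too, from 559 (430 to 687) in eosinophils to 4001 (3879 to 4123) in granulocytes. Weighting the classes by their Control shares left a median of 1.07. A difference between the pooled mice or library preparations other than the treatment cannot be told apart from an effect of irradiation and of CBD, because there is 1 library per condition. An interferon response to irradiation that CBD lowers stays open as a biological explanation.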

How the results depend on the processing

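The alternatives were set before the data were examined, apart from the clustering without marker genes, named genes and immediate early genes, which was chosen after seeing the data. The rule for the HSC-like class was changed after the minimum of 1000 genes per cell had given no such class, so that alternative was altered after seeing the data too. No paired analysis was possible because each condition is 1 library of pooled mice. Depth limits the comparisons in HSC-like cells: with 34 IR cells, genes such as Lrp6 (37 UMIs in IR) and Atf2 (61 UMIs in IR) can show only large changes.

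Of the values under alternatives that answer a comparison, 314 lay within the counting interval of the reported value, 33 moved outside it and 6 are counted as a change of direction. A change of direction is counted only where the interval of the reported value left out no change. Where it held no change, a further 32 values that answer a comparison lay on the other side of no change. They are counted as unchanged or moved. They are those of Atf2 in 8 alternatives for IR+CBD over IR (0.871 to 0.980) and in 7 for IR over Control (1.02 to 1.18), Wnt genes in 6 for IR+CBD over IR (down to -0.11) and 1 for IR over Control (0.0049), self-renewal genes in 4 for IR+CBD over IR (down to -0.053), the HSC-like share for IR+CBD over IR in 2 (0.933 merged without integration and 0.947 with HSC markers), and 1 each of Lrp6 for IR over Control (1.14) and, for IR+CBD over IR, apoptosis genes (0.074), antioxidant genes (-0.062) and, in all BMNCs, G2/M genes (0.035). The share of HSC-like, MPP-like and CMP-like cells together kept its direction under each clustering, between 0.771 and 0.788 for IR over Control and between 1.14 and 1.21 for IR+CBD over IR. In HSC-like cells, interferon response genes stayed between 0.46 and 1.20 for IR over Control and between -1.03 and -0.37 for IR+CBD over IR. Immediate early genes stayed between -0.87 and -0.59 and BMP signaling genes between -0.77 and -0.22 for IR over Control. Among values for single genes and other lists, 1116 are counted as unchanged, 233 as moved and 30 as a change of direction. Another 112 lay on the other side of no change from a reported value whose interval held no change.

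The values that answer a comparison and moved, and all values counted as a change of direction by this rule, follow by alternative, as IR over Control unless stated, and the cause was not tested for any of them. Other values that moved are given after them in part only. With cells taken by a UMI of at least 3 HSC markers, the HSC-like share had a ratio of 0.739, oxidative phosphorylation genes a median of 0.11 and of -0.014 for IR+CBD over IR, apoptosis genes 0.097, the split correlation was 0.314 and Atf2 in HSC-like over other Control cells was 1.10. Changes of direction there were those of Hdac9 (0.909, and 0.885 for IR+CBD over IR), Macrod2 (1.03, and 0.997), Slc22a3 (1.13), and, for IR+CBD over IR, Ifitm1 (1.30), Knstrn (1.00) and translation genes (0.012).

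With the libraries merged without integration, the HSC-like share had a ratio of 0.186, oxidative phosphorylation genes stood at 0.18 and, for IR+CBD over IR, at -0.025, self-renewal genes at -0.020, and the correlation of IR+CBD with IR exceeded that with Control by 0.00516. For IR+CBD over IR, Gm4951 (1.12) and translation genes (0.021) changed direction. With predicted doublets kept, the split correlation was 0.195 and the difference in correlation changed direction, to -0.00474. A mitochondrial limit of 10% gave oxidative phosphorylation genes -0.057 for IR+CBD over IR.

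With a minimum of 1000 genes per cell, oxidative phosphorylation genes stood at 0.22, and for IR+CBD over IR they changed direction to 0.034. Self-renewal genes moved to -0.053, G2/M genes changed direction to 0.18 (both IR+CBD over IR), and Tespa1 to 1.12. With proliferation genes kept, oxidative phosphorylation genes stood at 0.27 and -0.021 in the 2 comparisons and the difference in correlation was 0.0216. Changes of direction were Gm4951 (1.32), translation (0.026) and G2/M genes (0.024) for IR+CBD over IR, and Tespa1 (1.47). With marker genes left out of clustering, oxidative phosphorylation genes stood at 0.27 and -0.044 and the difference in correlation was 0.0160, while Slc22a3 (1.05), Tespa1 (1.12) and, for IR+CBD over IR, translation genes (0.028) changed direction.

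At resolution 0.4, oxidative phosphorylation genes stood at 0.26 and, with a change of direction, at 0.029 for IR+CBD over IR, and self-renewal genes at -0.049 for IR+CBD over IR. Slc22a3 (1.07), Tespa1 (1.21), and, for IR+CBD over IR, translation (0.024) and G2/M genes (0.20) changed direction. At resolution 1.6, oxidative phosphorylation genes stood at 0.26 and, with a change of direction, at 0.034, self-renewal genes at -0.051 for IR+CBD over IR, the split correlation at 0.0264 and the difference in correlation at 0.0157, while Slc22a3 (1.14), Tespa1 (1.26) and translation genes (0.069 for IR+CBD over IR) changed direction. In the clustering added after seeing the data, oxidative phosphorylation genes stood at 0.21 and, with a change of direction, at 0.035, and self-renewal genes at -0.039. Slc22a3 (1.25), Tespa1 (1.15) and, for IR+CBD over IR, Gm4951 (1.00) and translation genes (0.075) changed direction.

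Scaling by the median ratio gave oxidative phosphorylation genes 0.25, since this scaling lowers each log2 ratio of IR over Control by 0.078. In all BMNCs, with Control class shares as weights, S phase genes stood at 0.046 and, for IR+CBD over IR, at -0.054, and G2/M genes at 0.035 for IR+CBD over IR and, with a change of direction, at -0.040 for IR over Control. An MEP-like class was found only in 5 of the alternatives, so the others give no value for it.

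Among the other lists and classes that moved, G2/M genes in HSC-like cells went from 0.21 to 0.98 and S phase genes from 0.094 to 0.74, outside the interval in 11 and 5 alternatives, and the MPP-like share from 0.24 to 0.435, outside it in 7 of 9. Interferon response genes moved in 5 alternatives for IR+CBD over IR. Of single genes in HSC-like cells, Alcam went from 0.242 to 0.603, Ccl4 from 0.0277 to 0.402 and Esyt2 from 0.284 to 0.753, moving in 6, 7 and 7 alternatives. For IR+CBD over IR, Slc22a3 went from 1.12 to 6.45, Tespa1 from 1.28 to 13.2, Esyt2 from 1.37 to 3.20, Nfkbia from 0.381 to 0.845 and Kpna1 from 1.01 to 1.51. These moved in 9, 9, 7, 8 and 5 alternatives. Egr1 under CBD moved in 4, to values on both sides of 1, from 0.729 to 1.6.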

Differences from the paper's values

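The paper's share of HSCs is 0.18% in Control, 0.05% in IR and 0.06% in IR+CBD, and the share of HSC-like cells here was 1.13%, 0.358% and 0.488%. The denominator here is all kept cells (9763, 9489 and 9429). The legend of Fig. 4D gives the paper's shares as those of each cluster in BMNCs. The paper's clusters were named by the authors and the HSC-like class here was rebuilt from markers, so no direction is given. The HSCs drawn in Fig. 5A, about 170, 40 and 50 by eye, are 1.74%, 0.422% and 0.530% of the cells kept here, or 9.67, 8.43 and 8.84 times the shares in the text, so the text and the figure do not give the same share over a library of this size, and a factor of about 10 would bring them together. Whether there is such a factor was not tested. None of the alternatives set before the data were examined closed the gap: the Control share went from 0.918% with predicted doublets kept to 26.2% with cells taken by a UMI of at least 3 HSC markers, the IR share from 0.251% to 19.3% and the IR+CBD share from 0.350% to 18.3%.

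The paper draws about 170 HSCs of Control in Fig. 5A, read by eye, and HSC-like cells of Control numbered 110 here. For IR and IR+CBD, about 40 and 50 are drawn, and 34 and 46 were found here, which is not counted as a difference. Of the alternatives set before the data were examined, a minimum of 1000 genes per cell (167), proliferation genes kept (140), marker genes left out of clustering (160) and resolution 1.6 (189) came within the paper's value for Control, the minimum of 1000 genes per cell only after its rule for HSC-like cells had been changed. The mitochondrial limit of 10% (100), predicted doublets kept (98), merging without integration (305), resolution 0.4 (286) and cells taken by a UMI of at least 3 HSC markers (2556) did not.

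The paper gives 2544 genes per cell, and the kept cells here had 3636 on average. With other filters the average was 3553 for a mitochondrial limit of 10%, 3710 for a minimum of 1000 genes and 3765 with predicted doublets kept. The headers of the matrices name Cell Ranger 7.0.1 and the methods version 4.0, so whether the paper used these same matrices is not known.

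The paper states that MEPs are among the 5 clusters with the most prominent decrease in DEGs and in cell number after irradiation. Here MEP-like cells were at rank 7 of 17 by distance, and their share was 0.891 (0.778 to 1.02) times Control. With a minimum of 1000 genes per cell this ratio was 0.491, and at resolution 1.6 it was 0.624. The paper states that the progenitor share under CBD is comparable to normal. Here it was 0.897 (0.853 to 0.944) times Control.

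The paper states that Atf2 rises under CBD, in its sequencing data and by quantitative RT-PCR of HSCs. It also reports more phosphorylated Atf2 by immunofluorescence. The RT-PCR and immunofluorescence were not analysed here. The counts here, 61 UMIs in IR and 66 in IR+CBD, leave room for a moderate rise or fall. Here the result Atf2 in HSC-like cells, IR+CBD over IR, had a ratio of 1.00 (0.697 to 1.44). It was above this with cells thinned to one number of UMIs (1.12), with cells taken by a UMI of at least 3 HSC markers (1.09), with proliferation genes kept (1.07) and with scaling by the median ratio (1.01). Of these, only the value with HSC markers (1.04 to 1.14) was beyond counting error. In all BMNCs the ratio was 1.07 (1.04 to 1.10).

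The paper draws 10 genes each for Control, IR and IR+CBD in Fig. 5B. Among those reported here that do not define the HSC-like cluster, 8 of 8 were highest in Control, 5 of 10 in IR, with 3 others without a UMI in any library, and 5 of 9 in IR+CBD. The genes drawn for IR rest on at most 14 UMIs in the IR cells (Zfpm2 5 and Timp3 7), and 10 of the 10 stood under 10% of their CPM in the 21 stromal cells. Of the genes drawn for IR+CBD, Gm4951 had a ratio of IR+CBD over IR of 0.412 (0.213 to 0.761). It was 1.12 with the libraries merged without integration, 1.32 with proliferation genes kept and 1.00 in the clustering without named genes, which was chosen after seeing the values.

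The paper states that features of DNA damage rise in HSCs after irradiation, and it reports more γH2AX-positive HSCs by flow cytometry. The p53 response genes had a median log2 ratio of IR over Control of -0.46 (-0.82 to 0.33), and of -0.54 to -0.088 across the alternatives. The paper states that features of oxidative stress fall under CBD, and it reports less DCFH-DA staining of HSCs, its measure of ROS. The antioxidant genes stood at 0.023 (-0.11 to 0.21), and at -0.062 with cells taken by a UMI of at least 3 HSC markers. The paper states from its transcriptomic data that irradiation causes cell-cycle arrest in HSCs. It also reports a higher BrdU-positive share of HSCs after irradiation. In HSC-like cells, S phase genes had a median of 0.64 (0.40 to 0.82) and G2/M genes of 0.66 (0.59 to 0.77) for IR over Control, and S phase genes stayed between 0.094 and 0.74 and G2/M genes between 0.21 and 0.98 across the alternatives. The lists used here are not the GO terms of the paper. They measure RNA only, and higher RNA of phase genes cannot tell dividing cells from cells held in a phase. The paper's stainings of HSCs were not analysed here.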

Other observations

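The tests on immediate early genes in some classes, on CLP-like cells and on Slc15a2 were chosen only after the result was seen, and the others before it.

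Immediate early genes in HSC-like cells had a median log2 ratio of IR over Control of -0.78 (-0.95 to -0.52), and -0.59 with proliferation genes kept in clustering. A difference between the libraries in every cell class, such as the handling of the tissue before capture, is argued against: of 16 other classes, 5 had a median at or above 0 with a percentile over 95 (among them proB/preB at 0.20 and CLP-like cells at 0.12). Still, 9 of the 16 had a median below 0 with a percentile under 5, such as MPP-like cells at -1.03, NK-like cells at -0.62 and MEP-like cells at -0.57. A difference in handling that acted on some classes only may remain, and it cannot be told apart from irradiation with 1 library per condition. Alcam, Egr1 and Nr4a1 fell together with this list, which holds Egr1 and Nr4a1. Loss of stemness, the paper's reading, stays open as a biological explanation.

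Genes lower in IR than in both other libraries had a correlation across genes of 0.548 in HSC-like cells, at or below the 0.588 simulated with no shared change. With the IR cells split it was 0.111, above the simulated bounds of -0.0316 to 0.0244, while at resolution 1.6 it was 0.0264. Its range of 0.0296 to 0.169 is over splits of the same IR cells and does not measure sampling error. The unsplit correlation exceeded its simulated bounds with predicted doublets kept (0.647 against 0.592 to 0.628). It also did with cells taken by a UMI of at least 3 HSC markers (0.515 against 0.457 to 0.499). In the other alternatives of clustering it lay below the bounds. In the reported clustering, counting noise of the shared IR cells is enough to give the unsplit correlation. Whether a shared part remains beside this noise could not be decided. Without the genes of the interferon response and MHC class I lists, 76 genes in all, the split correlation was 0.101, which argues against these genes as the carriers of the shared part. The split correlation was 0.149 in MPP-like, 0.281 in CMP-like and 0.341 in MEP-like cells. A technical difference of the IR library or an effect of CBD may each give such a shared part, and these were not separated.

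The lower share of HSC-like cells in IR and IR+CBD may follow if HSC marker genes fell, so that cells left the class. With the marker genes left out of clustering the ratio of IR over Control was 0.322. This cannot decide the question, since the class was still chosen by its HSC marker score. Other genes that fell with the markers also stayed in the clustering. With cells taken by a UMI of at least 3 HSC markers, most of them outside the HSC-like class, the ratio was 0.739. Differences in sorting and remixing between the libraries were not tested. Loss of HSCs after irradiation stays open.

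CLP-like cells fell from 615 in IR to 282 in IR+CBD, after 607 in Control. Clustering or filters may have moved cells into another B-lineage cluster, but the highest ratio of IR+CBD over IR over the alternatives was 0.461, and the shares of proB/preB and immature B cells were 7.28% and 7.81% in IR+CBD against 7.82% and 7.68% in IR. Remixing of the sorted fractions and an effect of CBD stay open, and neither was tested.

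Oxidative phosphorylation genes were higher in HSC-like cells of IR, where more cells carried S and G2/M phase UMIs. More cycling cells as the whole cause are argued against, since the median among cells with few such UMIs was 0.24 (0.16 to 0.38), although it rests on 8 IR cells. The random lists had a median of 0.10 in that comparison. Cycling may still account for a part.

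In HSC-like cells, the genes with the largest rise from Control to IR by the rule of size were Ifi27l2a (18.3 to 127 CPM, a ratio of 6.95, 4.37 to 11.4), Iigp1 (4.64), Gm4951 (5.04), Irf7 (4.66) and Ifi27 (3.03). In all BMNCs they were Nalf1 (19.5), Pcdh9 (9.30), Ifi27l2a (6.03), Hbb-bs (5.97) and Rtp4 (5.80). The lowest ratios in all BMNCs were those of Slc15a2 (0.128), Siglech (0.148), a marker of pDCs, and Ccser1 (0.159), along with Nkx2-3 and Bex1, which define the HSC-like cluster. Stromal genes in all BMNCs had a median of -1.10 (-2.04 to -0.13) and endothelial genes of 0.58 (-0.93 to 1.59), and most UMIs of some of these genes came from 21 cells.

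Slc15a2 stood at 9.66 CPM in Control, 1.24 in IR and 12.0 in IR+CBD over all BMNCs. Fewer cells of the classes that express it are argued against as the cause, since it was lower in IR within 16 of 16 classes, with a highest ratio of 0.405. A loss in IR of the whole stretch of chromosome around it is argued against too, since each of 31 neighbouring genes within 1000000 bases had a ratio of at least 0.453 (median 0.956, 12 lower and 11 higher). For IR+CBD over IR, Stfa3 (3.49), Stfa2 (2.41), Stfa1 (2.38) and Cstdc5 (2.14) on this stretch rose, so a local difference that involves some of these genes was not excluded. Nalf1 was higher in IR in 4 of 4 classes, with ratios from 16.5 to 253, and Pcdh9 in 5 of 5, from 2.66 to 21.9. A variant carried by some of the pooled mice may give such a pattern, as may the treatment, and neither was tested.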
